# Designing next generation recombinant protein expression platforms by modulating the cellular stress response in *Escherichia coli*

**DOI:** 10.1186/s12934-020-01488-w

**Published:** 2020-12-11

**Authors:** Richa Guleria, Priyanka Jain, Madhulika Verma, Krishna J. Mukherjee

**Keywords:** Cellular stress response, *Escherichia coli*, Knockouts, Recombinant protein expression, Signaling, Transcriptome

## Abstract

**Background:**

A cellular stress response (CSR) is triggered upon recombinant protein synthesis which acts as a global feedback regulator of protein expression. To remove this key regulatory bottleneck, we had previously proposed that genes that are up-regulated post induction could be part of the signaling pathways which activate the CSR. Knocking out some of these genes which were non-essential and belonged to the bottom of the *E. coli* regulatory network had provided higher expression of GFP and *L-asparaginase*.

**Results:**

We chose the best performing double knockout *E. coli* BW25113*ΔelaAΔcysW* and demonstrated its ability to enhance the expression of the toxic Rubella E1 glycoprotein by 2.5-fold by tagging it with *sf*GFP at the C-terminal end to better quantify expression levels. Transcriptomic analysis of this hyper-expressing mutant showed that a significantly lower proportion of genes got down-regulated post induction, which included genes for transcription, translation, protein folding and sorting, ribosome biogenesis, carbon metabolism, amino acid and ATP synthesis. This down-regulation which is a typical feature of the CSR was clearly blocked in the double knockout strain leading to its enhanced expression capability. Finally, we supplemented the expression of substrate uptake genes *glpK* and *glpD* whose down-regulation was not prevented in the double knockout, thus ameliorating almost all the negative effects of the CSR and obtained a further doubling in recombinant protein yields.

**Conclusion:**

The study validated the hypothesis that these up-regulated genes act as signaling messengers which activate the CSR and thus, despite having no casual connection with recombinant protein synthesis, can improve cellular health and protein expression capabilities. Combining gene knockouts with supplementing the expression of key down-regulated genes can counter the harmful effects of CSR and help in the design of a truly superior host platform for recombinant protein expression.

## Background

Protein synthesis is an energy intensive process and the diversion of metabolites and energy for recombinant protein production elicits a cellular stress response (CSR) [1, 2], which combines the features of the generalized stress response, the heat shock, oxidative stress and the stringent response [3–6]. This CSR can be perceived as a defense mechanism by which the cell safeguards itself from allocating too many resources to a single process which can be detrimental to its survival [7].

The detailed mechanism of how exactly the cell senses this stress and takes corrective action is yet to be deciphered. We do not therefore know how to intervene and modulate this stress response so as to ensure that the metabolic and energy flux required for protein synthesis continues to remain available. That is why usually the highest rates of recombinant protein synthesis are observed only for 2–4 h post induction after which it declines sharply along with a concomitant drop in growth rates [8–11]. A much better picture of cellular dynamics has emerged by transcriptomic profiling of post induction cultures [4, 9, 12–14]. These have been combined with proteomic and metabolomics studies to show that increased acetate production, growth retardation, increased demand for maintenance energy, the down-regulation of amino acid biosynthesis, poorer substrate uptake and change in the pattern of oxygen utilization are all effects of cellular reprogramming due to stress [15–19]. This reprogramming works to reduce the rate of protein synthesis and hence many researchers have supplemented the expression of key down-regulated genes such as those involved in ATP synthesis, energy generation, substrate uptake and obtained significant increase in productivity [18, 20–22]. However, the main disadvantage of this strategy is that a very large number of genes get down-regulated leading to an almost complete shutdown of cellular activity and it is a near impossible task to simultaneously supplement the activity of so many genes.

Till now we have not made the more ambitious attempt of trying to block the initiation of the CSR, which could ideally preclude all these undesirable effects. In a previous study, we tried to achieve this by identifying up-regulated genes as potential candidates which signal the onset of the CSR [23]. It is important to note that in order to prevent cascading effects we had selected genes with no known downstream regulates and no direct relationship with the protein synthesis process. We showed that some of these knockouts improved protein expression and combining these to create double knockouts (DKOs) helped in further enhancing protein yields. However, many questions remained unanswered. First, since we had only tested two recombinant proteins; GFP and *L-asparaginase*, we were unsure whether the beneficial effects of these knockouts would extend to the improved expression of a wider range of proteins especially “difficult to express” proteins whose commercialization potential often remains unrealized due to poor yields. Second, we had no direct proof that the increase in expression was brought about by the blocking of the CSR. This could only be established by comparative transcriptomic profiling if we could demonstrate that those genes which are known to get down-regulated due to the onset of the CSR remain relatively unchanged in the knockout strain. These should include critically important genes which have a directly impact on protein synthesis. However, as is well known, there are multiple signaling pathways that are triggered during a stress response [4, 24–27] and knocking out a couple of genes, even if they were part of the signaling pathway, would not abolish all such pathways. We thus expected only a partial triggering of the CSR leading to a significantly smaller subset of genes getting down-regulated in the knockout strain. Interestingly this was precisely what was observed and we found that only a few critical genes got down-regulated, important among them those belonging to substrate uptake. We could therefore simply supplement the expression of these genes thereby ensuring that almost all the negative effects of the CSR got resolved. This complementation further increased the expression levels of the target protein *L-asparaginase* and confirmed that this gene knockout strategy combined with gene supplementation has the potential to help in the design of next generation platforms for recombinant protein expression.

## Results and discussion

In a previous study, we had hypothesized that some of the non-essential genes, which get up-regulated in post induction cultures, may be acting as signaling messengers which activate the CSR. Knocking them out would disrupt this signaling pathway leading to a lowered CSR and hence higher protein yields. In a preliminary proof of principle study, we generated a panel of single and double gene knockouts that gave superior expression for GFP and *L-asparaginase* [23]. To validate this study and demonstrate that these knock outs indeed constituted a better expression platform, we decided to check their ability to express a “difficult to express” protein. For this task we chose a DKO combination ‘*ΔelaAΔcysW’* which had shown improved performance and tested its ability to enhance the expression of ‘Rubella E1 glycoprotein’ which is otherwise expressed very poorly due to its toxic nature.

### Expression studies of Rubella E1-*sfGFP*

The Rubella E1 gene was initially cloned downstream of the “*araBAD*” promoter in a *pBAD24* vector and expression was checked in shake flask cultures. However, extremely low levels of expression were obtained and the heterologous protein could only be located in post induction cultures by Western blot experiments using Rubella E1 antibody (data not shown). Since the quantitation of differential levels of expression using relative intensities of Western blot bands is known to be problematic, we decided instead to tag this protein at the C-terminal end with *sfGFP* and measure relative fluorescence levels. The expression level of this fusion protein was 40-fold lower compared to *sfGFP* alone (Fig. 1a), clearly demonstrating that the fusion protein retained the characteristic toxic nature of the original Rubella E1 protein. To compare expression levels, the plasmid containing the ‘Rubella E1-*sfGFP’* gene under the *pBAD* promoter was transformed into both control & DKO strains and the expression levels were checked online by measuring *sfGFP* fluorescence in a microbioreactor. We observed a significant decline in growth rate post-induction for both strains, an indication of the toxic effect of this fusion protein on cellular heath (Fig. 1b).

**Fig. 1:**
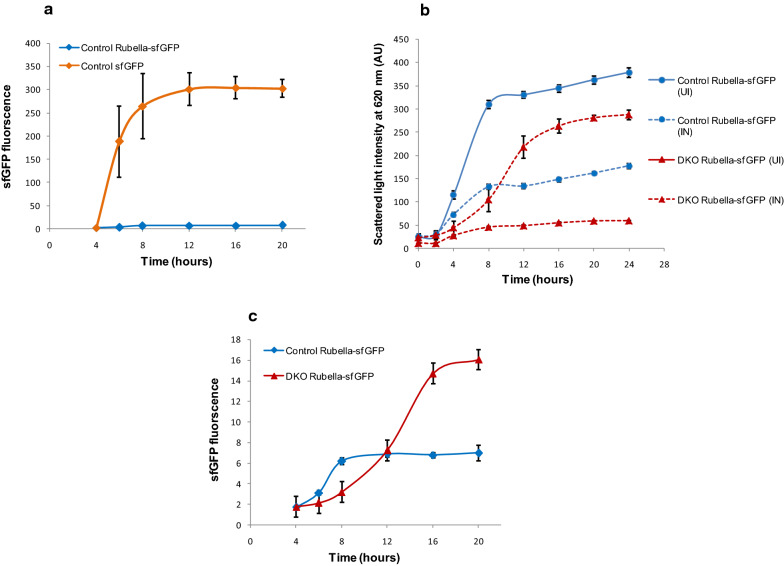
GFP fluorescence, growth and product profile in control and double knockout (DKO) strains. Control and DKO strains were transformed with plasmids carrying genes for *sfGFP* and *RubellaE1*-*sfGFP,* and grown in TB media supplemented with 0.4% v/v glycerol and 10 mM MgSO_4_. (**a**) GFP fluorescence profile (Excitation λ: 485 nm, Emission λ: 507 nm) in AU (arbitrary units) for control strain expressing *sfGFP* (orange) and *Rubella E1-sfGFP* (blue). **b** Growth profiles (biomass concentration measured in arbitrary units (AUs) by scattered light intensity at 620 nm) of control (blue) and DKO strain (red) containing *pBAD-Rubella E1-sfGFP* expression vector under induced (dotted lines) and uninduced (solid lines) conditions. **c** GFP fluorescence levels in control (blue) and DKO (red) strains expressing the Rubella *sfGFP* fusion protein. Data represents mean ± SD of three independent experiments

The maximum GFP expression obtained in the DKO was 16 AU (arbitrary units) which was about 2.5-fold higher compared to the control. Interestingly, the DKO showed a continuous increase in fluorescence for a significantly longer time, i.e. 16 h, in comparison to control where the *sfGFP* fluorescence plateaued within 8 h post induction (Fig. 1c). These results suggest that the DKO was able to counter the stress associated with toxic protein expression, leading to a 5.6-fold increase in product accumulation per unit biomass. Simultaneously the ability to sustain expression for longer periods, that we had observed with *L-asparaginase* as well, indicated that the global feedback controls which regulate protein expression are weaker in this DKO strain.

### Transcriptomic studies

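RNA of control, DKO and the ΔelaA and ΔcysW single knockouts was sequenced as paired reads of 100 bp. Samples were taken before induction with 1 mM IPTG (0 h) and 6 h after it. The paper describes the control and DKO cultures as expressing L-asparaginase. The counts do not establish that the knockout cultures carried the same plasmid as control. The count of ansB was 15693 at 0 h and 15875 at 6 h in DKO. In control it was 9038 at 0 h and 396182 and 240250 in the 2 libraries at 6 h. The sample labels give cultures of 50 ml induced after 1.5 to 2 h at an optical density of 0.8 to 1.5, while the paper's methods give cultures of 1 ml induced after 2 to 2.5 h. Each condition had 1 library, except control at 6 h, which had 2 biological replicates, called B and C here after the letters of their libraries. For each of the 9 libraries the authors deposited the output of RSEM, a program that assigns read pairs to genes. It holds expected counts, which are not normalized, and the TPM and FPKM derived from them, for 4490 genes named by locus tag and symbol. The total expected count was 14521739 in control at 0 h, 5481334 and 18131396 in replicates B and C of control at 6 h, 9365959 in DKO at 0 h and 14045503 in DKO at 6 h. It was 13745280 and 8833942 in ΔelaA at 0 h and 6 h, and 3541858 and 13985107 in ΔcysW. Both deletions were visible in the counts. The gene elaA (BW25113_2267_elaA) had a count of 0 in both DKO and both ΔelaA libraries, where the smallest share the depth can show is 3.2e-05% at 0 h and 2.1e-05% at 6 h in DKO (3 counts of the total), against 151, 867 and 326 in control at 0 h and in replicates B and C. The gene cysW (BW25113_2423_cysW) had a count of 0 in both DKO libraries and of 1 and 0 in ΔcysW at 0 h and 6 h, against 40, 812 and 56 in the control libraries.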

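The libraries differed in composition. Ribosomal RNA genes took 80.4% of the count of replicate C (95% Wilson confidence interval 80.39 to 80.42) and between 0.0587% (interval 0.0574 to 0.0600) and 1.41% (interval 1.40 to 1.42) of the other libraries. The genes carried by the expression plasmid that also lie on the chromosome (malE, lacI and ansB) took 30.5% of replicate B (interval 30.47 to 30.55) and 11.4% of replicate C (interval 11.36 to 11.39). In control at 0 h they took 1.86% (interval 1.85 to 1.87). In DKO they took 0.305% at 0 h (interval 0.301 to 0.308) and 0.460% at 6 h (interval 0.456 to 0.463). In the single knockouts the share lay between 0.181% (ΔcysW at 6 h, interval 0.178 to 0.183) and 1.56% (ΔcysW at 0 h, interval 1.55 to 1.58). The intervals cover counting error only. Without both groups of genes, 1490916 counts remained in replicate C and 3797350 in replicate B. The interquartile range of log2 FPKM over 3852 genes of at least 300 bp was 1.21 in replicate B, 1.62 in replicate C and 1.57 in ΔcysW at 0 h, against 3.61 to 4.42 in the other 6 libraries. The count followed the effective length of the gene with a Spearman rho of 0.769 in replicate B and 0.224 in control at 0 h, across genes, which are not independent replicates. 

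**Figure D1:**
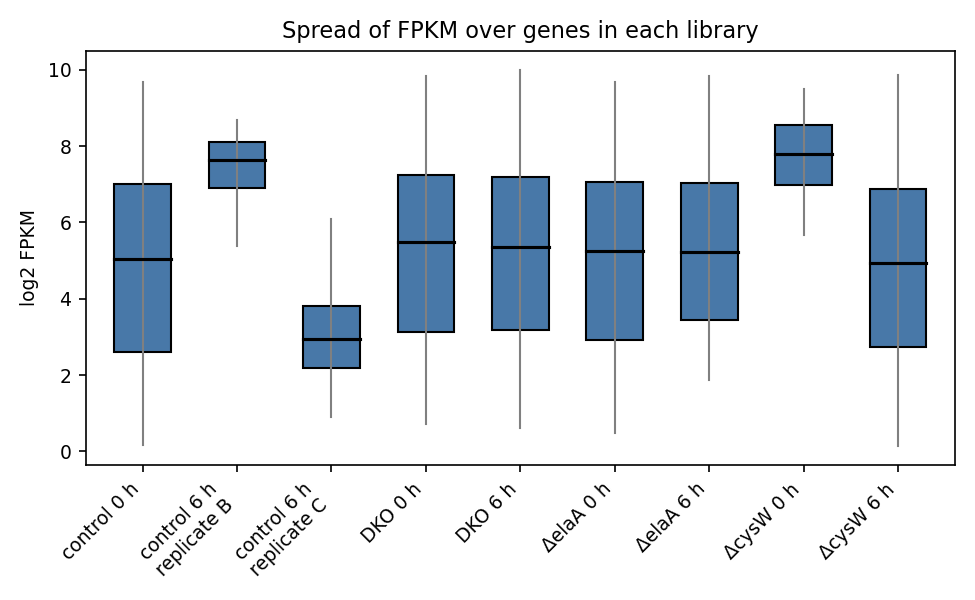
Log2 FPKM over genes of at least 300 bp in each of the 9 libraries. Boxes span the interquartile range, the line marks the median and the whiskers span the 5th to 95th percentile. The boxes of replicates B and C of control at 6 h and of ΔcysW at 0 h span 1.21, 1.62 and 1.57, less than in the other 6 libraries.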

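Log2 fold changes (6 h against 0 h) were estimated with edgeR from the rounded expected counts of the 5 control and DKO libraries in 1 fit, with TMM normalization and edgeR's default prior count, for the 4166 genes with a mean count of at least 10. Replicates B and C formed 1 group, and each was also set alone against control at 0 h under the same normalization. Control at 0 h and both DKO time points had 1 library, so values of DKO have no replicate check and are given without p-values. No paired analysis was possible because no replicate was shared between conditions. The median log2 fold change of all genes was 0.66 in control and 0.03 in DKO, and that of control ranged from 0.10 without replicate B to 1.46 with total count as the only scaling. Fold changes are given as estimated, without this shift taken off.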

We conducted a comparative transcriptomic study of pre and post induction cultures expressing *L-asparaginase* in the DKO and control strains to check the impact of these gene knockouts on the CSR. We used complex rather than defined media since it provides a much higher levels of recombinant protein expression and therefore possibly triggers a stronger CSR. Our hypothesis was that this CSR would be partially blocked in the DKO strain and hence a significantly lower proportion of genes would show differential expression post induction.

### Analysis of down-regulated genes in the DKO and control

To obtain a global picture of the changes post induction in the DKO and control strains we applied a cutoff of |log_2_(X_IN_/X_UN_)|> 1 i.e. a fold change magnitude of ≥ 2 in terms of either up or down-regulation, to obtain the differentially expressed genes (DEGs). 

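In control, 3074 of the 4166 genes had a log2 fold change beyond 1 in either direction, and in DKO 1922. Replicates B and C of control, each set alone against 0 h, gave 3226 and 2874 genes. Between these replicates, which do not differ in condition, 2021 genes lay beyond the same threshold, and the 95th percentile of the size of their log2 ratio was 4.38. Whether this number exceeded that between the time points of DKO depended on the setting. With ribosomal RNA, transfer RNA and plasmid genes left out it was 1886 against 2005 in DKO. The 2 strains differed beyond the threshold in 687 genes at 0 h and in 2883 genes at 6 h. The setting that moved the numbers most was an added adjusted p-value under 0.05 from edgeR's quasi-likelihood test, whose estimate of spread came only from replicates B and C. It left 678 genes in control and 40 in DKO.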

We found only 423 DEGs in the DKO strain in contrast to 1632 DEGs in control (Fig. 2a). This was a truly remarkable result given that knocking out just two genes that too belonging to the bottom of the regulatory hierarchy of *E. coli,* could lead to such a large difference in the number of differentially regulated genes. It was also the first clear proof that the reprogramming of the cellular machinery which is the primary effect of the CSR was significantly reduced in the DKO strain.

**Fig. 2:**
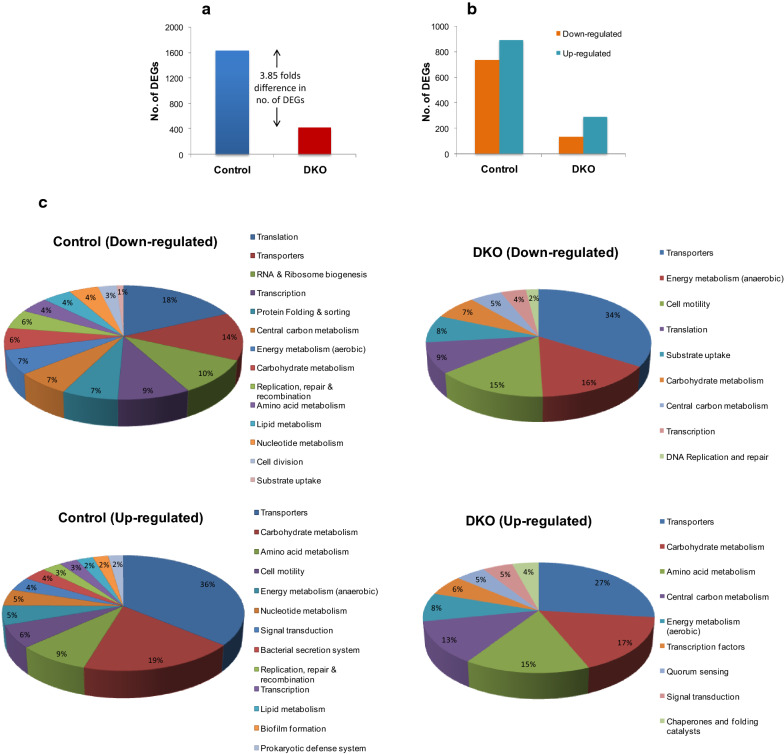
Categorization of DEGs pre and post induction for control and DKO obtained by transcriptomic analysis. **a** Plot of total no. of DEGs obtained for control (blue) and DKO (red) using a cut-off criterion of |log_2_(X_IN_/X_UN_)|> 1. **b** Plot showing number of up-regulated and down-regulated genes separately in control and DKO strain. **c** Functional categorization of up and down-regulated gene clusters for control and DKO strains using KEGG database

However, before arriving at any firm conclusions it was important to analyze the nature of these DEGs. From the 1632 DEGs in control, 736 were found to be down-regulated (Fig. 2b); out of which 667 genes were specific to the control. These down-regulated and up-regulated gene clusters were functionally categorized using KEGG GENES database. 

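The files gave 1186 genes with a log2 fold change under -1 in control, of which 771 were not under -1 in DKO. Set alone against 0 h, replicate B had 1382 such genes and replicate C 1113, and 941 genes were under -1 with each of them. With TPM in place of counts, 721 genes were under -1 in control. From the smaller number of DEGs in DKO, the paper concludes that the reprogramming of the cellular machinery was reduced in this strain.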

The majority of down-regulated genes were associated with key cellular processes like translation (90 DEGs), transcription (44 DEGs), RNA and ribosome biogenesis (50 DEGs), transport (67 DEGs), protein folding, sorting and degradation processes (34 DEGs), central carbon metabolism (33 DEGs), energy metabolism (34 DEGs), DNA replication, repair and recombination (27 DEGs), glycerol (substrate) metabolism (5 DEGs) and other catabolic processes (97 DEGs; carbohydrate, amino acid and nucleotide metabolism) (Fig. 2c). This pattern was similar to what we had observed in our previous transcriptomic studies conducted on high cell density fed batch cultures expressing *L-asparaginase* and other recombinant proteins [4, 14, 28]. 

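KEGG assignments were not used here, and gene families were taken by gene name instead. In control, all 54 ribosomal protein genes (rps, rpl and rpm), all 9 atp genes, all 5 cyo genes, 10 of the 13 nuo genes and 11 of the 12 glp genes had a log2 fold change under -1. With replicate C alone, 5 of the nuo genes and 10 of the glp genes were under -1, and the other 3 families kept all their members there. The largest falls among genes with a mean count of at least 100 were those of ryfD (-10.00), rplM (-7.38) and rpsQ (-7.04). The count of ryfD was 145 at 0 h and 0 in both replicates at 6 h, so the size of its fall rests on the prior count. Among the knockout libraries its count was 0 only in ΔcysW at 0 h, which shared the narrow spread of gene values with these replicates.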

Here also the genes associated with carbon metabolic pathways, energy metabolism, transport and amino acid metabolism had got down-regulated and this is now considered to be a key feature of the CSR [12, 22]. In contrast, out of the 423 DEGs in the DKO, only 133 DEGs were found to be down-regulated, of which 52 genes were common to both control and DKO (Fig. 3a). 

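In DKO, 876 genes had a log2 fold change under -1, and 415 of them were also under -1 in control. A further 268 genes under -1 in DKO were above 1 in control, and 193 lay between -1 and 1 there. When the spread was set by hand to a biological coefficient of variation of 0.4 and an adjusted p-value under 0.05 from edgeR's exact test was added, 236 genes remained in DKO and 102 in both strains.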

The major part of the total down-regulated genes belonged to the class of transporters (33 DEGs), energy metabolism (anaerobic) (15 DEGs) and cell motility (14 DEGs) (Fig. 2c). 

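Of the 40 flagellar genes taken by name (flg, flh and fli), 37 had a log2 fold change under -1 in DKO. The largest falls in DKO among genes with a mean count of at least 100 were those of yhjX (-10.01), glpA (-9.10) and nirB (-8.82).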

Unlike control, only a very limited number of down-regulated genes were found to be associated with key cellular processes, such as, translation (9 DEGs), central carbon metabolism (5 DEGs), carbohydrate metabolism (7 DEGs), transcription (4 DEGs), RNA & ribosome biogenesis (3 DEGs). 

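All 54 ribosomal protein genes also had a log2 fold change under -1 in DKO, from -3.08 to -1.004, with a median of -1.96. The largest move of this median under another setting was to -2.67 with TPM. Of the 9 atp genes, 2 were under -1 in DKO, and of the 5 cyo genes 4. None of the 13 nuo genes was.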

Clearly the DKO was able to prevent the down-regulation of critical pathways which is the hallmark of a strong CSR. We next looked in more detail at the specific pathways which directly impact on recombinant protein yields.

**Fig. 3:**
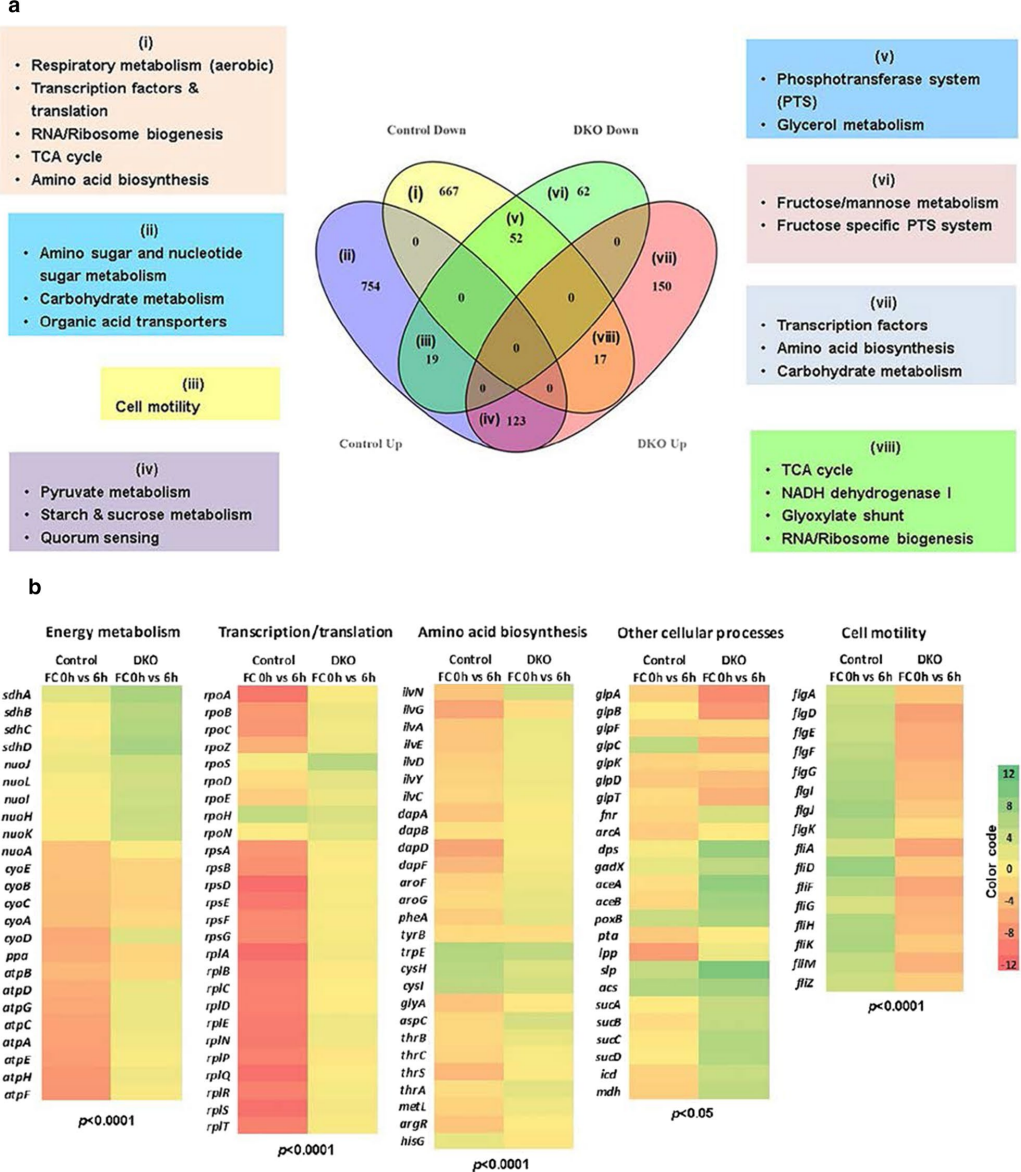
Relationship between DEGs obtained for control and DKO strains. **a** Venn diagram of common and unique DEGs representing: (i) gene set down-regulated only in control (ii) gene set up-regulated only in control; (iii) gene set up-regulated in control but down-regulated in DKO; (iv) common gene set up-regulated in both control and DKO; (v) common gene set down-regulated in both control and DKO; (vi) gene set down-regulated only in DKO; (vii) gene set up-regulated only in DKO; and (viii) gene set down-regulated in control but up-regulated in DKO. **b** Heat maps showing fold change in expression of selected genes in control and DKO belonging to following major categories: energy metabolism, transcription & translation, amino acid biosynthesis, other cellular processes (includes substrate uptake, stress resistance and TCA cycle genes) and cell motility. FC represents “fold change”. The results in ‘b’ were analyzed using a paired *t-test* (***P < 0.0001, ***P < 0.0001, ***P < 0.0001, *P < 0.05, ***P < 0.0001)

### Respiratory metabolism

The respiratory metabolism of *E. coli* is efficient due to the fast kinetics of terminal oxidases [29]. It was observed that the global regulators *arcA* and *fnr* which regulate the expression of two major *E. coli* terminal oxidases: cytochrome bd-I (Cyd) and cytochrome bo9 (Cyo) [30] were 3.8-fold and 3.1-fold down-regulated in control compared to DKO strain where *arcA* was less down-regulated (1.42-fold) while *fnr* was up-regulated by 1.6-fold (Fig. 3b). 

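The log2 fold change of arcA (BW25113_4401_arcA) was -1.19 in control, from counts of 7985 at 0 h and 732 and 1421 in replicates B and C, which set alone gave -3.88 and -0.31. In DKO it was -1.41 (counts of 13181 and 6491). For fnr (BW25113_1334_fnr) the value was -1.29 in control, -3.16 with replicate B and -0.50 with replicate C, and 1.68 in DKO. With replicate C alone, both genes lay between -1 and 1 in control. The difference in arcA between the strains was smaller than the SD between the control replicates (2.53, n = 2), and that in fnr was larger (1.88).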

Among terminal oxidases, Cyd is functional under micro-aerobic conditions due to its strong affinity to oxygen, whereas Cyo is dominant under fully aerobic conditions due to its low affinity to oxygen [31]. 

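In control, the cyo operon genes had log2 fold changes of -3.52 (cyoA), -3.38 (cyoB), -3.87 (cyoC), -3.76 (cyoD) and -3.44 (cyoE). With replicate B alone they lay between -6.99 and -4.97, and with replicate C alone between -3.20 and -2.62. The values of cydA and cydB in control were -0.83 and -0.84. They were -3.63 and -2.64 with replicate B and 0.06 and -0.06 with replicate C, and their adjusted p-values from edgeR's quasi-likelihood test on the control libraries were 0.78 and 0.72.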

The *cyo* operon genes (*cyoABCDE*) were extensively down-regulated (3‒5-fold) in control, whereas the expression of *cydAB* genes was not significantly affected (Additional file 1: Table S1). However, in DKO, a much lower down-regulation of *cyoABCE* genes (1.1‒1.8-fold) and up-regulation of *cyoD* (1.45-fold) was observed (Fig. 4). 

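In DKO the log2 fold changes were -0.93 for cyoA, -1.43 for cyoB, -1.62 for cyoC, -1.25 for cyoD and -1.43 for cyoE. For cyoD the counts fell from 967 at 0 h to 531 at 6 h. Before induction, all 5 genes were lower in DKO than in control, with log2 ratios from -2.34 to -2.24.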

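In control, the 8 atp genes of Table S1 had log2 fold changes from -4.67 (atpD) to -2.98 (atpE), and nuoA had -3.16. With replicate B alone the range was from -8.73 (atpF) to -5.83 (atpB) for the atp genes, and replicate C alone from -3.85 (atpD) to -1.99 (atpE). In DKO, the same atp genes ranged from -1.04 (atpB) to -0.35 (atpE), and nuoA had -0.29. Over the atp genes and nuoA, the median difference between the strains was 3.33, and the SD of this median between the control replicates was 2.94 (n = 2).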

Another important change in the DKO strain was seen in terms of unchanged transcript levels of the *atp* operon genes (encoding for *F0 F1- ATP synthase)* and *nuoA* gene (encoding the subunit A of NADH-quinone oxidoreductase) (Fig. 3b) in comparison to control, where these were severely down-regulated (3‒7-fold). Several researchers have shown that this down-regulation of energy metabolism genes post induction is a key feature of the CSR and a crucial factor behind the lowering of protein expression rates [14, 32]. These results demonstrate the ability of the DKO strain to exculpate the cell from experiencing this stress, thereby maintaining better homeostasis and retaining its capacity to generate the ATP required to meet the increased energy demands for recombinant protein synthesis.

**Fig. 4:**
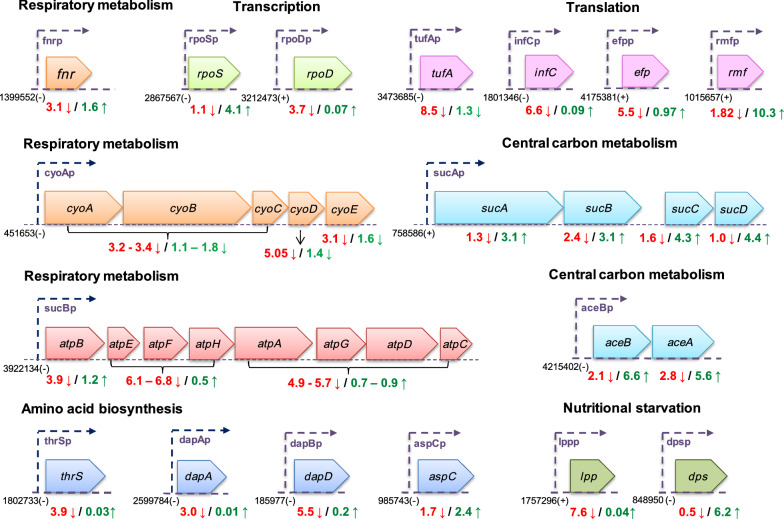
Critical genes which were found to be downregulated in control but not in the DKO strain. The numbers represent location of the transcriptional start site in the genome. ‘ + ’: upstream and ‘-’: downstream. The numbers below represent fold down-regulation (↓) or fold up-regulation (↑), Control: red; DKO: green

### Transcription and translation

The gene expression levels of RNA polymerases *(rpoB, rpoC, rpoZ and rpoA)* which are essential for transcription initiation were found to be severely down-regulated (7‒10 fold) in control. However, in the DKO strain, only *rpoA* was down-regulated (2-fold) while the expression of the remaining polymerases stayed unaffected. Similarly, the transcript levels of *rpoD* encoding for the primary sigma factor 70 was unchanged in the DKO compared to a 3.7-fold down-regulation in control (Fig. 4). 

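In control, the log2 fold changes of the core RNA polymerase genes were -4.28 for rpoB, -4.53 for rpoC, -3.81 for rpoZ and -5.33 for rpoA. With replicate B alone they were -8.65, -8.79, -6.70 and -11.01 in that order, and replicate C alone -3.31, -3.57, -2.84 and -4.35. The adjusted p-value from edgeR's quasi-likelihood test on the control libraries was 0.03 for rpoZ and between 0.55 and 0.64 for the other genes.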

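In DKO, rpoA had a log2 fold change of -2.00, rpoB of -0.94, rpoC of -1.32 and rpoZ of -0.97. The counts of rpoC, which was beyond the threshold, were 94497 at 0 h and 49562 at 6 h.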

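For rpoD (BW25113_3067_rpoD) the log2 fold change was -2.36 in control (-3.77 with replicate B and -1.66 with replicate C) and 0.08 in DKO. The DKO value changed sign with the scaling, down to -0.63 with TPM.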

Since sigma factor 70 coordinates the transcription of house-keeping genes during exponential growth [33], its lack of impairment in the DKO ensured better cellular health and consequently improved expression capability of this strain.

The protein synthesis ability of *E. coli* is also determined by number of functional 70S ribosome units inside the cell. Transcriptomic studies showed a significantly higher down-regulation of 30S and 50S ribosomal genes in control, 8‒13-fold, compared to the DKO strain where it was only 1.1–3-fold (Fig. 3b) (Additional file 1: Table S1). 

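The 40 genes that Table S1 lists as ribosomal had a median log2 fold change of -5.61 in control and of -1.95 in DKO. Replicate B alone gave a median of -10.39 and replicate C alone of -4.64. Relative to the median of all genes, the value for both replicates was -6.27. For rpsC the counts were 156455 in control at 0 h, 152 in replicate B and 889 in replicate C, and 101315 and 15881 in DKO. In each strain 39 of the genes had a log2 fold change under -1. The exception was rmf, which rose by 7.92 in control (-1.88 with replicate B alone and 8.92 with replicate C alone).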

Translation elongation factors that play an important role in bringing the aminoacyl-tRNA to the ribosome and facilitate the translocation of ribosome along the mRNA during protein synthesis [34] were also found to be less down-regulated in the DKO (1.2‒2.5-fold) compared to control (5.5‒10-fold) (Additional file 1: Table S1). These findings suggest that the effect of CSR on the transcriptional and translational machinery was much less pronounced in the DKO strain.

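The 8 genes of translation factors in Table S1 had a median log2 fold change of -4.28 in control, with -7.67 for replicate B alone and -3.45 for replicate C alone, and of -1.38 in DKO. In control the values ran from -5.57 (tsf) to -3.26 (infB), and in DKO from -2.51 (tsf) to -0.97 (efp). In every one of these genes the value was higher in DKO. The gene infA had an adjusted p-value of 0.02 from edgeR's quasi-likelihood test on the control libraries, and that of the other genes was 0.18 or higher.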

### Substrate uptake

Many transcriptomic studies have highlighted the negative effects of recombinant protein over-expression on nutrient uptake systems of *E. coli *[4, 35]. 

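In control, the log2 fold changes of genes of the glycerol regulon were -3.02 for glpK, -3.03 for glpF, -3.90 for glpD, -3.79 for glpA, -1.76 for glpB and -2.76 for glpT. The gene glpC rose by 3.07. Each of these genes moved the same way with replicate B alone and with replicate C alone, and the SD between the replicates (n = 2) lay between 0.07 (glpT) and 0.75 (glpB).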

We also observed down-regulation of genes of glycerol catabolic regulon (up to 4-fold) in control. Interestingly this down-regulation of glycerol metabolism genes was intensified in the DKO strain (up to 8-fold) (Additional file 1: Table S1). 

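In DKO, the value was -2.73 for glpK, -2.74 for glpF, -4.82 for glpD, -8.08 for glpB, -5.95 for glpC and -5.92 for glpT. The fall in DKO was larger than in control for glpA, glpB, glpD and glpT by more than the SD between the control replicates, and it was not larger for glpK and glpF. Replicates B and C may both hold genomic DNA, which would limit a fall in control and could make these replicates alike. The larger fall in DKO and the small SD cannot be told apart from that. Before induction, glpB and glpC were higher in DKO than in control, by log2 ratios of 2.87 and 5.99. The genes glpK, glpT and glpA were higher by 1.39, 1.36 and 0.84, while glpD and glpF differed by 0.22 and 0.23. Over all 7 genes the median difference between the strains was -3.16.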

Clearly this down-regulation of substrate metabolism genes in the DKO strain offset many of the gains obtained in terms of improved cellular health and expression capabilities and reflects the costs associated with tampering the finely tuned process of cellular dynamics that would have evolved to optimize cell survival.

### Cell motility

In *E. coli*, flagellar biosynthesis and motility is a tightly regulated process since it is energetically expensive [36]. Therefore, it is advantageous only when flagellar motility is required. It was observed that the flagellar genes belonging to *flgDEFGHIJK*, *fliAZ*, *fliDM*, *fliFGHIJK* operons were down-regulated up to 5.6-fold in the DKO strain, while they were up-regulated up to 6.2-fold in control (Fig. 3b) (Additional file 1: Table S1). This is possibly an associated evolutionary response to stress which is not only blocked but reversed in the DKO strain. 

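The 16 flagellar genes of Table S1 all rose above 1 in control, with a median log2 fold change of 3.79, and all fell below -1 in DKO, with a median of -3.90. Relative to the median of all genes, the control median was 3.12. The largest rise in control was that of fliD (5.67) and the largest fall in DKO that of flgD (-5.59). Counts at 0 h in control were low. Genomic DNA in replicates B and C, which was not excluded, would raise such genes. For flgE they were 83 in control at 0 h, 1177 and 91 in replicates B and C, and 2050 and 97 in DKO at 0 h and 6 h. At 0 h the genes were higher in DKO than in control by a median log2 ratio of 3.95, and at 6 h their median log2 ratio was -3.42.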

The flagellar sigma factor *fliA* which was 2.8-fold up-regulated in control was also found to be 5.3-fold down-regulated in the DKO strain. This down-regulation of flagellar genes in DKO would have the added advantage of conserving and hence redirecting the energy expenditure of the cell towards recombinant protein synthesis.

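The log2 fold change of fliA (BW25113_1922_fliA) was 2.11 in control, 2.76 with replicate B alone and 0.81 with replicate C alone, which is under the threshold. In DKO it was -5.29. The counts were 44 at 0 h and 404 and 17 at 6 h in control, and 634 and 21 in DKO.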

### Analysis of up-regulated genes

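A log2 fold change above 1 was found for 1888 genes in control and 1046 in DKO, of which 774 were above 1 in both strains. Replicate B alone gave 1844 such genes in control and replicate C alone 1761, with 1518 above 1 in each. With TPM in place of counts, 565 genes were above 1 in DKO.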

Just as we had observed with the down-regulated genes, similarly a much smaller subset of genes was found to be up-regulated in the DKO; 290 DEGs compared to 896 DEGs in the control (Fig. 2b), clearly signifying a diminished CSR. The major component of the up-regulated genes in control belonged to the following categories; transporters (158 DEGs), carbohydrate metabolism (82 DEGs), amino acid metabolism (38 DEGs), cell motility (28 DEGs), energy metabolism (24 DEGs) and nucleotide metabolism (20 DEGs) (Fig. 2c). 

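Of the 40 flagellar genes taken by name, 37 were above 1 in control, where DNA in replicates B and C was not excluded as a source. The largest rises in control among genes with a mean count of at least 100 were those of stfE (11.07), yahO (10.61) and gadE (9.96). The count of stfE at 0 h was 0, so the size of its rise rests on the prior count. Its count was 577 in replicate B, 40 in replicate C and 104 in ΔcysW at 0 h, and at most 10 in every other library. DNA in these libraries would give such a pattern.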

In the DKO strain, this list contained genes that mostly belonged to the following categories; central carbon metabolism (23 DEGs), transcription factors (10 DEGs), energy metabolism (14 DEGs), carbohydrate (28 DEGs) and transport (45 DEGs) (Fig. 2c). 

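In DKO, 8 of the 9 suc and sdh genes, 9 of the 13 nuo genes and all 6 gad genes with enough counts had a log2 fold change above 1. In control these numbers were 6, 0 and 6, and with replicate B alone 0, 0 and 4. Among the largest rises in DKO was that of rmf (10.37).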

Apart from these, many other genes involved in protection against various kinds of stress were found to be up-regulated. These gene categories were analyzed in order to gain a better insight of cellular dynamics and their impact on recombinant protein synthesis.

### Central carbon metabolism

Transcriptomic analysis showed a differential up-regulation of several genes which are associated with central catabolic pathways. The data revealed a selective up-regulation of some TCA cycle genes (*sucABCD operon, sdhCDAB operon, icd, mdh*) only for the DKO strain (Fig. 3b) (Additional file 1: Table S1). 

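In DKO, the log2 fold changes of sucA, sucB, sucC and sucD were 3.13, 3.13, 4.39 and 4.42, those of sdhC, sdhD, sdhA and sdhB were 3.34, 3.68, 3.55 and 3.06, and those of icd and mdh were 2.83 and 3.56. In control the suc and sdh genes ranged from 0.03 (sucB) to 1.89 (sdhD), and 6 of the 8 were above 1. The direction in control depended on the replicate. The median of the suc and sdh genes was -1.37 with replicate B alone and 2.32 with replicate C alone. For mdh these values were -3.58 and 2.38. The median difference between the strains over the suc and sdh genes (2.22) was smaller than its SD between the control replicates (2.69, n = 2).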

The *sdhCDAB* operon of TCA cycle and *nuo* operon genes are known to be involved in aerobic electron transport chain to generate energy via oxidative phosphorylation [37, 38]. We also observed increased expression of *nuo* operon genes (2-fold) encoding the subunits of NADH dehydrogenase I in the DKO strain in contrast to their unchanged levels in control. 

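Over the 13 nuo genes, the median log2 fold change was 2.02 in DKO, with a maximum of 2.49, and -1.38 in control. Replicate B alone gave -2.20 and replicate C alone -0.93. Every nuo gene was higher in DKO than in control, by a median of 3.17, against an SD of 0.65 between the control replicates.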

There is a possible interconnectedness between the increased expression of such genes in the DKO with the higher rates of energy metabolism in terms of both ATP and reduction equivalents (NADH, NADPH & FADH) which together helped to meet the enhanced energy requirements imposed on these cells due to recombinant protein synthesis.

### Generalized stress response

The generalized stress response in *E. coli* is controlled by a global regulator ‘*rpoS’*, which is known to regulate the expression of 23% of *E. coli* genes under stress conditions [39, 40]. The DKO strain showed a 4-fold up-regulation of *rpoS* in contrast to a negligible change in control (Fig. 4). It was therefore no surprise to also observe the up-regulation of genes that are positively regulated by *rpoS *[41] (like *bfr, dps, osmB, osmC, osmY, psiF, uspB*) in the DKO strain compared to their down-regulated or unchanged expression in control (Additional file 1: Table S1). 

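The log2 fold change of rpoS (BW25113_2741_rpoS) was 4.12 in DKO, from counts of 2343 at 0 h and 53243 at 6 h. In control it was 1.81, with -1.81 for replicate B alone and 2.75 for replicate C alone, from counts of 2668 at 0 h and 1032 and 3942 at 6 h. The direction in control therefore differed between the replicates, and the adjusted p-value from edgeR's quasi-likelihood test was 0.71.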

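In DKO, the log2 fold changes were 5.83 for bfr, 6.29 for osmB, 6.23 for osmC, 5.70 for osmY, 3.10 for psiF and 3.60 for uspB. In control they were 3.65, 2.54, 4.92, 4.43, 2.95 and 1.31 in the same order. Replicate B alone gave -2.31 for bfr, 0.01 for psiF and -0.88 for uspB, while replicate C alone gave 4.64, 3.87 and 2.18. The difference between the strains was larger than the SD between the control replicates (n = 2) for osmB (3.75, SD 0.59) and uspB (2.29, SD 2.16). It was smaller for bfr (2.18, SD 4.91), osmC (1.31, SD 2.86), osmY (1.27, SD 2.90) and psiF (0.15, SD 2.73).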

Some research groups have shown that *rpoS* also regulates the expression of *gadE* gene which is a transcriptional activator of glutamate-dependent acid resistance (GDAR) system [42]. In *E. coli*, GDAR plays an important role in maintaining cellular homeostasis under acidic conditions [43–45]. The transcriptomic data showed a much higher up-regulation of *gadE* regulated acid resistance genes i.e. *gadA, gadB, gadC* in the DKO strain (8‒10-fold) compared to control (3‒4-fold). This up-regulation could have boosted the general stress resistance of the DKO and allowed it to maintain homeostasis in spite of stress.

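In DKO, gadA, gadB and gadC had log2 fold changes of 8.26, 10.69 and 10.43. In control the values were 6.59, 8.60 and 7.40. Replicate B alone gave 3.22, 4.58 and 3.42, and replicate C alone 7.51, 9.55 and 8.35. The median difference between the strains over the 3 genes was 2.09, smaller than its SD between the control replicates (3.51, n = 2). For gadE itself the value was 8.43 in DKO and 9.96 in control (3.69 with replicate B alone and 10.95 with replicate C alone), from a count of 4 in control at 0 h.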

### Starvation stress

In *E. coli*, the stress response DNA binding protein ‘*dps*’ is an indicator of starvation stress inside cells [46, 47]. We found a 6-fold up-regulation of the *dps* gene in the DKO compared to its unchanged expression in control. 

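The counts of dps (BW25113_0812_dps) were 912 and 89684 in DKO at 0 h and 6 h, a log2 fold change of 6.23. In control they were 637 at 0 h and 555 and 3920 in replicates B and C, with a log2 fold change of 3.84 for both, -0.64 for replicate B alone and 4.80 for replicate C alone.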

Increased carbon starvation initiates a cascade of events inside the cell that results in release of carbon starvation proteins to prolong cell survival [48, 49]. It was observed that *cstA* gene encoding for a carbon starvation protein A that facilitates nutrient scavenging in terms of peptide transport and utilization [48] was 4-fold upregulated in DKO strain compared to its 1.4-fold up-regulation in control (Additional file 1: Table S1). 

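For cstA the log2 fold change was 4.10 in DKO and 3.31 in control, with 1.33 for replicate B alone and 4.11 for replicate C alone. The difference between the strains was smaller than the SD between the control replicates (1.97, n = 2).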

The role of *cstA* gene in activating glycolysis and acetate metabolism in a CsrA dependent manner has also been studied [50]. An increased up-regulation for other carbon starvation inducible genes *csiD* (7.3-fold) [51, 52] and *slp* (starvation lipoprotein) (8.3-fold) was also observed in the DKO strain compared to control (*csiD* 1.76-fold, *slp* 3-fold). *slp* has been shown to promote cell survival during carbon starvation or stationary phase conditions [53]. It is quite remarkable that unlike the control the DKO strain was not only able to prevent but also anticipate the onset of stress and take remedial action by up-regulating global regulators like *rpoS* and *dps*.

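In DKO, csiD and slp had log2 fold changes of 7.33 and 8.35. In control csiD had 7.19, with 3.82 for replicate B alone and 8.12 for replicate C alone, and an adjusted p-value of 0.02 from edgeR's quasi-likelihood test. The value of slp in control was 6.37, with 3.01 and 7.30 for the same replicates. In both genes the difference between the strains was smaller than the SD between the control replicates (3.04 for csiD and 3.03 for slp, n = 2).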

### Amino acid biosynthesis

Amino acids play a crucial role in maintaining cellular metabolism and mediating the stress response. It is well established that their concentrations inside the cell affects gene expression, enzyme activities and redox homeostasis [54]. Transcriptomic analysis provided us an insight into the relative expression levels of genes associated with amino acid biosynthesis in both control and the DKO strain. However, these differences were not so evident since the use complex media for cultivation ensured an exogenous supply of amino acids, and this would have had a major impact on the results. A majority of the amino acid biosynthesis genes were found to be down-regulated by more than 2-fold in control, such as; *ilvNGAEDYC* (valine, leucine and isoleucine biosynthesis), *dapADF* (lysine biosynthesis), *aroFG* and *pheA* (aromatic amino acid biosynthesis), *aspC* (aspartate biosynthesis) and *thrCS* (threonine biosynthesis) (Figs. 3b and 4). However, the expression levels of most of these genes remained unchanged in the DKO except *ilvN* and *aspC* which were up-regulated by more than 2-fold (Additional file 1: Table S1). 

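Of the 16 genes named here (ilvN, ilvG, ilvA, ilvE, ilvD, ilvY, ilvC, dapA, dapD, dapF, aroF, aroG, pheA, aspC, thrC and thrS), 13 had a log2 fold change under -1 in control, with a median of -1.91. All 16 were under -1 with replicate B alone and 10 with replicate C alone. The largest fall in control was that of ilvG (-3.91). The genes not under -1 were ilvN (-0.51), aspC (-0.18) and pheA (0.15), each of which had opposite directions with replicate B alone (-3.15, -1.80 and -2.53) and replicate C alone (0.40, 0.56 and 1.04).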

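In DKO, 4 of these genes were above 1, namely ilvN (2.60), aspC (2.48), pheA (1.50) and aroG (1.36), and ilvG was under -1 (-1.17). The remaining genes lay between -0.96 (ilvA) and 0.60 (ilvC). All 16 genes had a higher log2 fold change in DKO than in control, by a median of 2.08, against an SD of 1.01 between the control replicates. At 0 h their median log2 ratio of DKO to control was -0.63, and that of ilvN was -2.23.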

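The log2 fold change of trpE was 4.72 ± 0.07 (SD, n = 2) in control and 3.74 in DKO. For cysH it was 3.95 ± 0.37 in control and 1.99 in DKO, and for cysI 4.02 ± 0.11 and 2.62. Before induction, cysH and cysI were higher in DKO than in control by log2 ratios of 4.35 and 4.04, and trpE was lower (-1.57).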

The genes for tryptophan (*trpE*) and cystiene biosynthesis (*cysH, cysI*) also remained 2‒4-fold up-regulated in both control and DKO strain. These findings suggest that the DKO strain is able to maintain a homeostatic environment by undergoing fewer changes in its amino acid biosynthetic pathways.

### Proteomic analysis

To observe the differential impact of the CSR on cellular health at the protein level, a preliminary study of the protein abundance profiles in the control and DKO strain was compared at the 4th and 10th h post induction. These time points were chosen since we had observed that both cell growth and protein expression capability remain unimpaired till the 4th h post induction after which it declines sharply in the control. We hypothesized that the CSR would significantly reduce the concentration of proteins which are critically required for protein synthesis in the control while its effect would be marginal in the DKO. We focused only on the top 100 most abundant proteins since their higher concentrations inside the cell allowed for a more precise quantitation by a label free LC MS/MS procedure. For normalization of protein content between samples, we used a multiplication factor so that the sum of the peak areas of the top 200 proteins obtained from LC–MS/MS analysis was equal between samples. These proteins were grouped into various categories like translation, central carbon metabolism, energy metabolism etc., similar to the categories used in our transcriptomic studies. We then calculated the log2 fold change for each protein across C4 and C10 and also between D4 and D10 (representing the 4th and 10th h post induction samples of the control and DKO respectively) (Additional file 1: Table S2). This was done only for those proteins which were present in the list of top 100 proteins at both time points. Figure 5 shows the heat map of this fold change in both the control and DKO for each group of proteins where it is clear that the central carbon metabolism and energy metabolism protein ratios for D10/D4 were far better than the C10/C4 ratios.

**Fig. 5:**
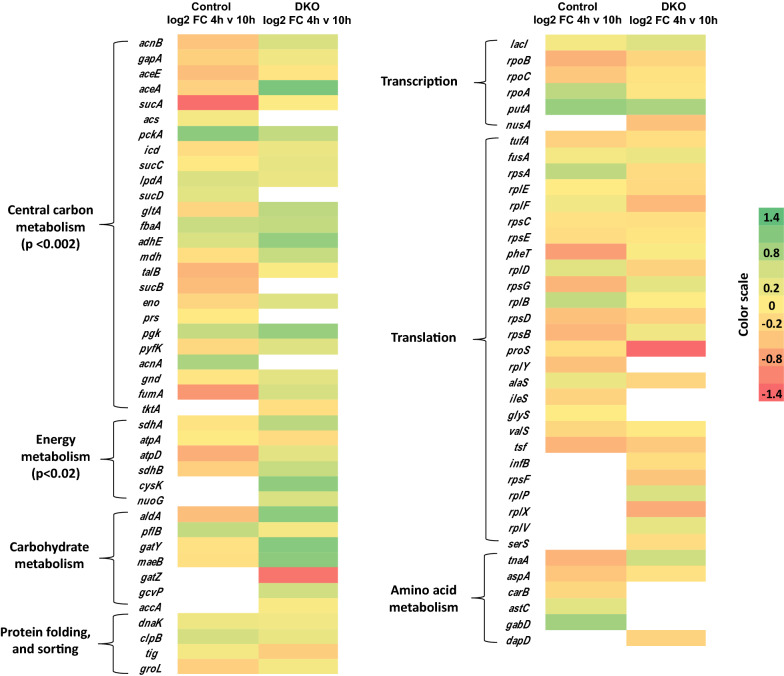
Heat maps of differentially expressed proteins obtained for control and DKO. The heat maps showing log2 fold change (4 h versus 10 h post induction) in expression levels of selected proteins in control and DKO strains belonging to following major categories: central carbon metabolism, translation, transcription, carbohydrate metabolism, energy metabolism, amino acid biosynthesis and protein folding & sorting. FC represents “fold change”. The white spaces represent those proteins which are absent either in control or DKO in top 100 list. The results for each functional category were analyzed using a Student’s *t-test* (Central carbon metabolism: **P < 0.002, Energy metabolism: *P < 0.02)

To estimate whether these differences were statistically significant we calculated the mean and variance of the log2(fold change) for each set of proteins belonging to the same category and performed a *t-test* (Additional file 1: Table S3). The results confirmed our previous observation that the proteins belonging to central carbon and energy metabolism were more abundant in the D10 sample which explained its superior ability to sustain recombinant protein expression. This was remarkable given that the D10 sample had accumulated a far higher amount of *L-asparaginase* (15% of the total cellular proteins) and MBP (13% of the total cellular proteins) leaving lesser space for host cell proteins inside the cell. This could possibly explain why the translational proteins were not significantly different in their ratios between the DKO and control even though the transcriptomic analysis showed a difference. The carbohydrate metabolism proteins did show a slightly higher level which was however not significant at the 95% confidence interval. This global analysis helped us identify the lumped changes in the protein abundance profiles which have a direct impact on cellular health and also validated the results of transcriptomic profiling. The results confirmed that the DKO was able to effectively block the cellular reprogramming which took place in the control which is why it was able to retain its expression abilities for a longer time period.

To conclude, the results of transcriptomic and proteomic analysis suggested that the DKO strain was able to substantially block the signaling pathways leading to the CSR and hence alleviate most of its negative impact on cellular metabolism. The absence of down-regulation of key pathway genes and their master regulators implied that the modified strain was able to maintain its energy pool, transcriptional and translational rates as well as carbon uptake and metabolism by preventing the reprogramming of its gene expression patterns which is otherwise triggered due to recombinant protein mediated cellular stress. The only downside of this knock out strategy was that it exacerbated the down-regulation of substrate uptake genes, which now remained the only bottleneck that could adversely impact on growth and protein expression capability.

### Growth and substrate utilization profiles of the DKO strain producing *L-asparaginase*

To evaluate the phenotypic effect of this higher down-regulation of glycerol uptake genes, we compared the glycerol consumption profiles of the control and DKO strains expressing *L-asparaginase* in shake flask culture. An uninduced culture of the control strain was used as a benchmark to measure the normal growth and glycerol uptake capability of cells in the absence of cellular stress. Both induced cultures showed a decline in growth post induction, with the DKO strain displaying a sharper drop in growth rate (Fig. 6a) and a poorer glycerol uptake rate compared to control (Fig. 6b). Thus, control cells completely consumed the residual glycerol within 10 h post induction, while a significant amount of glycerol was leftover in the DKO culture even after 14 h post induction. Our preliminary studies on glycerol supplementation and it’s effect on growth rate revealed that 0.2% (v/v) glycerol is the optimum amount for shake flask studies, as it provides higher growth rate and reduces the problem of acetate accumulation in culture media (Additional file 1: Figure S4). Therefore, further studies were conducted by supplementing the TB media with 0.2% (v/v) glycerol.

**Fig. 6:**
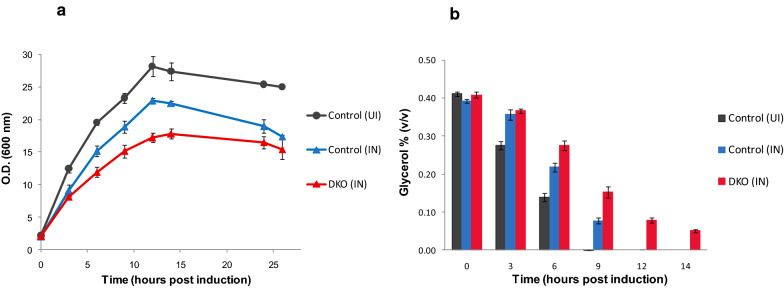
Growth and glycerol consumption profiles of control and DKO cells expressing *L-asparaginase.* Strains were cultivated in TB medium supplemented with 0.4% v/v glycerol and 10 mM MgSO_4_. Uninduced control (black), induced control (blue) and induced DKO strain (red). **a** Growth profile (O.D. at 600 nm) of control and DKO strain; and **b** Residual glycerol concentration in culture medium of control and DKO strain. Data represents mean ± SD of three independent biological replicates

Since poor substrate uptake would become a rate limiting factor for all cellular processes, we decided to supplement the DKO strain with additional copies of glycerol metabolism genes, and see its effect on the expression levels of recombinant protein. We therefore co-expressed glycerol kinase (*glpK)* and sn-glycerol-3-phosphate dehydrogenase (*glpD)* genes using the *pPROLAR.A122* vector backbone, since it was compatible with the plasmid used to express *L-asparaginase* in the DKO strain. Many previous studies have shown that these two genes play a critical role in enhancing glycerol uptake rates [20, 55–58].

### Co-expression of *glpDK* with *L-asparaginase*

The plasmid *pPROLAR.A122glpDK* carrying the genes (*glpK and glpD*) of the substrate utilization pathway was co-transformed along with *pMALS1Asp* into the DKO strain and labeled as the test strain. The DKO strain transformed only with the *pMALS1Asp* plasmid was used as a control for this study.

We had earlier observed that optimal supplementation of pathway related genes can be accomplished even without induction, since the leaky expression associated with plasmid based genes is enough to ensure an adequate supply of protein [59]. To confirm this, test cultures were either induced or left uninduced for *glpDK* expression while being induced for *L-asparaginase*. Interestingly we observed a higher decline in growth rates 7 h post induction for the test cultures compared to the control (Fig. 7a). This happened in spite of a superior glycerol uptake rate for both test cultures, indicating that the higher substrate consumption by cells was utilized primarily to enhance the flux towards product formation rather than growth (Fig. 7b). Also, the uninduced test culture performed significantly better in terms of both growth and product concentrations (Fig. 7c) demonstrating that the ideal supplementation levels of *glpDK* were achieved by simply allowing basal level expression of these genes.

**Fig. 7:**
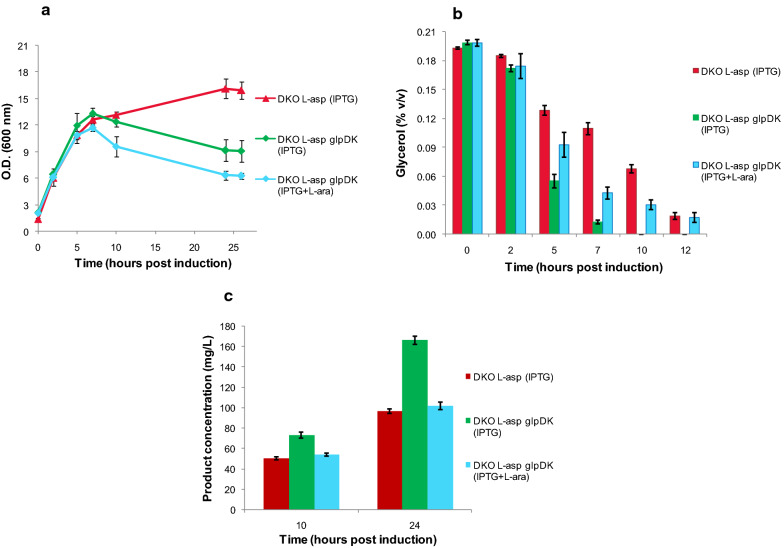
Growth, glycerol consumption and product concentration of DKO strain co-transformed with substrate utilization genes ‘*glpDK’*. The expression of recombinant *L-asparaginase* was tested in TB medium supplemented with 0.2% v/v glycerol and 10 mM MgSO_4_. The DKO strain transformed only with the *pMALS1Asp* plasmid (for *L-asparaginase* expression) was used as control (red). The test DKO cultures were co-transformed with both *pMALS1Asp* and *pPROLAR.A122glpDK* plasmids (for expression of substrate utilization genes *glpK* and *glpD*) but induced only for *L-asparaginase* expression (green), or induced for both plasmids (sky-blue). **a** Growth profiles of control and test (O.D. measurement at 600 nm); (**b**) Glycerol utilization profile; and (**c**) Product concentration (mg/L) at 10 h and 24 h, for control and test cultures. Data represents mean ± SD of three independent biological replicates

Since the residual glycerol got completely exhausted within 7 h post induction, we decided to pulse the growing cultures with glycerol. Both control and test flasks were induced with IPTG at an O.D. of ~ 1.5–2. After 6 h post induction, a glycerol pulse was given to both control and test flasks and repeated every three hours till 12 h post induction. A final pulse was given 21 h post induction to check whether the cells retained their substrate uptake capability even after the onset of stationary phase. This higher availability of glycerol did not significantly alleviate the growth rate of the test culture but unlike the previous case no sharp fall in O.D._600_ was observed for the test flasks (Fig. 8a). Residual glycerol profiles showed that the substrate uptake capability of the test cultures remained high till 12 h post induction and then declined gradually (Fig. 8b) with the cells not being able to consume glycerol after the onset of stationary phase. The product concentration increased from being 1.72–fold higher to being 2.3–fold higher than control (Fig. 8c), underscoring the fact that the potential of this strain is truly realized when glycerol is available in the medium. Even though the production levels of *L-asparaginase* was significantly higher in this system, the functionality of the protein was preserved as was confirmed by estimating it’s specific activity which remained unchanged across both control and test samples (Additional file 1: Figure S5). It should be noted that the actual product formation ability per unit biomass was considerably greater for the test strain. Also the control used in this experiment was the DKO strain which had been previously shown to give >2-fold higher expression of *L-asparaginase* compared to the unmodified host [23], so the net improvement in yield over the unmodified host was much higher.

**Fig. 8:**
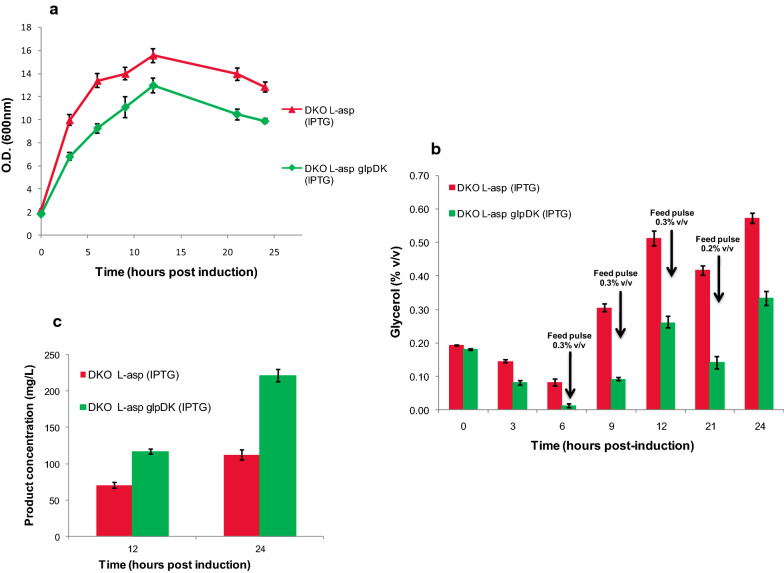
Effect of glycerol pulsing on glycerol uptake and product yield. Experiments were conducted in TB medium containing with 0.2% v/v glycerol and 10 mM MgSO_4._ The DKO strain transformed only with the *pMALS1Asp* plasmid (for *L-asparaginase* expression) was used as control (red), and DKO strain co-transformed with *pMALS1Asp* and *pPROLAR.A122glpDK* plasmids but induced only for *L-asparaginase* expression was used as test (green). **a** Growth profile of control and test cultures (O.D. measurements at 600 nm). **b** Glycerol utilization profile for control and test cultures upon continuous glycerol pulsing (0.3% v/v) at regular intervals of 3 h, starting from 6 h post induction till 12 h post induction. A final glycerol pulse (0.2% v/v) was added at 21 h post induction and (**c**) Product concentration (mg/L) at 12 h and 24 h for control and test cultures. The data represents mean ± SD of three independent biological replicates

## Conclusions

The results validate our hypothesis that *elaA* and *cysW* are part of the signaling network that triggers the onset of the CSR in *E. coli*. This CSR acts on multiple pathways and effectively reprograms the complete cellular machinery leading to the feedback inhibition of recombinant protein synthesis. Upstream interventions that block the initiation of this CSR are far more powerful and elegant tools to counter this effect and can open up exciting avenues for the design of next generation platforms for recombinant protein expression. The work also demonstrates the need for a more nuanced and context dependent view of regulatory hierarchies within the cell. Thus, genes which under normal conditions occupy the bottom rung of the regulatory map of *E. coli* (EcoCyc) and have no known downstream regulates, can in the presence of stress suddenly become critically important and impact on the expression of hundreds of genes. This work would also spur the exploration of signaling pathways that regulate heterologous protein synthesis in *E. coli* leading to a more comprehensive understanding of cellular dynamics.

## Materials and methods

### Strains and plasmids

*E. coli* strain BW25113 was obtained from Yale CGSC (The Coli Genetic Stock Center), USA. The double knockout strain ‘BW25113*ΔelaAΔcysW’* and the recombinant plasmid *pMALS1Asp* were previously developed in our lab [18, 23]. The *sfGFP*-*pBAD* plasmid was taken from Addgene (Addgene plasmid # 54,519). *pBAD-Rubella-sfGFP* plasmid containing Rubella E1-*sfGFP* expression cassette was developed in our lab as a part of this study.

### Clone construction

#### Construction of Rubella E1-*sfGFP* expression cassette

Both Rubella E1 glycoprotein (789 bp) and *sfGFP* genes (720 bp) were PCR amplified using primers (Table 1), which also introduced a sequence for a flexible linker (Gly-Gly-Gly-Gly-Ser) peptide between them. The sequence encoding the flexible linker peptide was present in the overlapping ends of the reverse primer for E1 glycoprotein gene & forward primer of the *sfGFP* gene. The *pBAD24* expression vector backbone was also PCR amplified. The resultant PCR amplified gene products were inserted downstream of *araBAD* promoter in a *pBAD24* expression vector using the principle of homologous recombination described by Jacobus and Gross [60] (Additional file 1: Figure S6(A-C)). Transformants grown on respective antibiotic plates were screened by colony PCR and confirmed by restriction digestion (Additional file 1: Figure S6(D-E)).

**Table 1:** List of primers used for cloning

S.No	Name	Sequence (5′ → 3′)
Primers used for cloning of *Rubella-sfGFP*		
1	*Rubella Fw* + *overhang*	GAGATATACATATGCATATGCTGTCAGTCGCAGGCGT
2	*Rubella Rv* + *overhang*	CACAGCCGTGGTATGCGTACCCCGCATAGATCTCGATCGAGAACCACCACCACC
3	*sfGFPFw* + *overhang*	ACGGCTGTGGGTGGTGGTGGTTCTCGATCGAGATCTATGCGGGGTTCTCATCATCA
4	*sfGFPRv* + *overhang*	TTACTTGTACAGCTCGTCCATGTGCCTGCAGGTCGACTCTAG
5	*Vector Fw* + *overhang*	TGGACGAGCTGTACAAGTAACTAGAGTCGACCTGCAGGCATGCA
6	*Vector Rv* + *overhang*	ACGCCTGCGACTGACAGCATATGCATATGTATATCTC
Primers used for cloning of glycerol metabolism genes		
1	*FW glpDvec overhang*	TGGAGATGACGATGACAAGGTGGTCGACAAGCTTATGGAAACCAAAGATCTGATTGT GATAGG
2	*RV glpDara overhang*	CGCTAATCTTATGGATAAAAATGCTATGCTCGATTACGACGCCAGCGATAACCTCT
3	*FW AraglpD overhang*	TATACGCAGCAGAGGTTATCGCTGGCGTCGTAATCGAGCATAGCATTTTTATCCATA AGATTAG
4	*RV AraglpK overhang*	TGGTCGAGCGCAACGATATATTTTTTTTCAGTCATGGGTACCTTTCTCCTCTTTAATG AATTCT
5	*FW glpKara overhang*	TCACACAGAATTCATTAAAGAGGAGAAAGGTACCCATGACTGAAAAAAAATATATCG TTGCGCTC
6	*RV glpKvec overhang*	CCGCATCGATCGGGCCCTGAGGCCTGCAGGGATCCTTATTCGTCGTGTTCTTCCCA CGC
7	*FW vecglpK overhang*	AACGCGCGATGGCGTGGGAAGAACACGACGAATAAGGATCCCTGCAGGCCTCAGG GCC
8	*RV vecglpD overhang*	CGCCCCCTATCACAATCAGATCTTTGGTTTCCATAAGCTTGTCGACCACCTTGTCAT CGTCATCTC
9	*glpKFw*	CCAAGCTTATGACTGAAAAAAAATATATCG
10	*glpKRv*	GCTCTAGATTATTCGTCGTGTTCTTC
11	*glpDFw*	GCAAGCTTATGGAAACCAAAGATCTGATTG
12	*glpDRv*	AATCTAGATTACGACGCCAGCGATAACC

#### Construction of expression vector *glpDK*

Both *glpD* and *glpK* genes were cloned in the same plasmid system *pPROLAR.A122* by introducing a tandem *P*_*lac/ara1*_ promoter region into the MCS of this vector. For this, the vector and inserts were linearized by PCR using primers that contained 30–35 bp overhangs (listed in Table 1) matching the ends of the gene fragments to be cloned in respective directions (Additional file 1: Figure S7(A)). The amplified gene products were digested with *DpnI*, eluted from 1% agarose gel and co-transformed into *E. coli DH5α* cells in a vector insert ratio of 2:1 using the method of homologous recombination (Additional file 1: Figure S7(B-C)). Positive clones were screened by colony PCR using forward *glpD* and reverse *glpK* primers (Additional file 1: Figure S7(D)) and the plasmid was labeled as *pPROLAR.A122glpDK.*

### Cell culture

Cells were grown in a microbioreactor (BioLector, m2P labs GmbH, Germany) which provides a broad range of defined oxygen transfer rates (OTR) [61]. The fermentation parameters i.e. biomass, pH, dissolved oxygen (DO) and fluorescence were monitored online. We used Terrific broth (TB) (yeast extract 24 g/L, tryptone 12 g/L, potassium dihydrogen phosphate 2.2 g/L, dibasic potassium phosphate 9.4 g/L, pH 7.2) (HiMedia Laboratories) containing 0.4% (v/v) glycerol for our studies. Both control (BW25113) and DKO (BW25113*ΔelaAΔcysW*) strains freshly transformed with *pMALS1Asp* plasmid were inoculated in 10 ml TB media containing 100 μg/ml ampicillin and grown overnight. These primary cultures were used to inoculate secondary cultures containing 50 ml TB media having the same antibiotic concentration. This was grown further for 8 h (O.D. ~ 9‒10) and then used as inoculum (2% of the final media volume) for the microbioreactor studies. The experiment was performed in 48 well FlowerPlate and each well contained 1 ml of TB media supplemented with 10 mM MgSO_4_ & 0.4% (v/v) glycerol. Temperature was set at 37 °C and the DO monitoring showed that it was ≥30% throughout the cultivation period due to rigorous shaking at 1400 rpm. After ~ 2–2.5 h when cells reached mid-exponential phase, cultures were induced by 1 mM IPTG (final concentration) for *L-asparaginase* expression. The experiments were done in a batch mode in biological triplicates.

### Transcriptomic analysis

Microbioreactor experiments were done in batch mode for both control and DKO strains producing *L-asparaginase* as described in the previous section. 900µl samples were harvested at the 0th and 6th h post induction. 0th h (uninduced) samples were taken as a control for every run. To stop mRNA degradation, 100μL of ice cold EtOH/Phenol stop solution (5% water saturated phenol (pH < 7.0) in ethanol) was immediately added to the 900μL culture. The culture was centrifuged at 8000 rpm for 2 min at 4 ℃ and RNA isolation was done from sample pellets. Samples were processed for removal of genomic DNA using *DNase I* (Thermo Fisher Scientific, USA) treatment. The total RNA concentration and its quality were determined by an Agilent 2100 Bioanalyzer by looking at its RNA Integrity Number (RIN). RNA samples which had a RIN number > 7 (on a scale of 1–10) were used for further processing. The RNA samples were sent to AgriGenome (Cochin, India) for further library preparation & RNA sequencing. The detailed protocol for RNA-seq data analysis is given in Additional file 1: Method S8. The raw reads and the processed data files have been deposited in the NCBI’s GEO Database and are accessible through GEO series accession number GSE108442.

### Quality check for RNA seq data

The quality check for the data generated by Illumina HiSeq 2500 platform (RNA Seq technology) was performed by plotting logCPM (reads count per million) values for two biological replicates belonging to the same time-point. RNA sequencing for 6th h post induction sample of control was done in biological duplicates. We found a fair degree of correlation between these replicates with the correlation coefficient being > 0.8 (Additional file 1: Figure S9), indicating a good quality of the generated RNA Seq data.

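Across 4166 genes, which are not independent replicates, the log2 CPM of replicates B and C had a Pearson correlation of 0.486 (r² = 0.236) and a Spearman correlation of 0.567, with a prior count of 2. Over genes with a mean count of at least 100 the Pearson correlation was 0.290. For FPKM over genes of at least 300 bp, the Spearman correlation of replicate B was 0.258 with replicate C and -0.0747 with control at 0 h, while that of replicate C was 0.789 with DKO at 6 h.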

### Quantitative real time PCR (qRT-PCR)

Real time PCR analysis was performed to validate the results of RNA sequencing. The detailed protocol for qRT-PCR is given in Additional file 1: Method S10. The relative quantification was done using 2^−ΔΔCT^ method [62] and fold change values were used to calculate log2 fold change. The primer sequences used for the amplification of specific genes are listed in Additional file 1: Table S11.

### RT-PCR validation of RNA seq data

To experimentally validate the genes expression levels obtained from RNA seq data analysis, we plotted the qPCR expression levels (log2 scale) of randomly selected eight genes against their expression levels (log2 scale) obtained from RNA seq analysis. The results showed that the genes expression profiles obtained by qRT-PCR were mostly consistent with those measured by RNA seq analysis (Additional file 1: Figure S12). The fold change values of qRT-PCR and RNA-Seq showed a strong positive correlation with R^2^ = 0.884 for control and R^2^ = 0.818 for DKO. These results demonstrate the credibility of RNA-Seq data generated in this study.

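The RNA-seq values of other genes listed for qRT-PCR in Table S11 were as follows. In control, the log2 fold change was 1.44 for rimL, -2.92 for gapA, -3.41 for ndh, -6.31 for rpsF, -3.63 for atpF and -5.50 for fis. In DKO it was 0.92 for rimL, -1.07 for gapA, -2.56 for ndh, -2.05 for rpsF, -0.39 for atpF and -3.15 for fis. The SD between the control replicates (n = 2) was 0.25 for ndh, 0.66 for rimL, 2.98 for rpsF and 4.85 for gapA. The qRT-PCR values were not analysed here.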

### Proteomic analysis

For proteome analysis, 20 μg of the total cell protein was isolated from 4th and 10th h post induction cultures of control and DKO strains and subsequently subjected to reduction and alkylation of disulfide bonds with 10 mM dithiothreitol (DTT) at 65°C for 5 min followed by 40 mM iodoacetamide for 1 h in dark at room temperature. Digestion was performed using sequencing grade trypsin (1:50, enzyme: total protein) (Promega Corporation, USA) overnight at 37°C and the reaction was stopped using 0.1% formic acid. The tryptic digests were desalted and concentrated using ZipTip (Pierce C18 Tips, Thermo). The resultant peptides were acidified with 0.1% formic acid and analyzed with an Orbitrap Velos Pro mass spectrometer coupled with a Nano-LC 1000 system (Thermo Fisher Scientific). The detailed protocol for label free LC MS/MS protein quantification is given in Additional file 1: Method S13.

### Statistical analysis

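The median over genes of the difference in log2 fold change between DKO and control was computed for each of the 11 categories of Table S1, together with its SD between the control replicates (n = 2) and its percentile among 10000 random gene lists of the same size and matched expression. The percentile describes these libraries and is not a p-value. The paper lists these genes from the same libraries, so a percentile near 0 or 100 can come from how they were chosen. The difference was -0.52 over all 12 glp genes against -3.16 over the 7 listed for Substrate uptake. Over all 40 flagellar genes it was -7.44, and over all 54 ribosomal protein genes 3.79, near the listed genes. DNA in both control replicates, which was not excluded, could also move the difference and narrow the SD. The difference was larger than the SD for Cell motility (-7.86, SD 0.87, percentile 0), Substrate uptake (SD 0.07, percentile 0), Energy metabolism (2.87, SD 1.81, percentile 100), Amino acid biosynthesis (1.75, SD 0.89, percentile 99.6) and Transcription (2.84, SD 2.73, percentile 99.1). It was smaller than the SD for Ribosomal genes (3.82, SD 3.89, percentile 100), Translation elongation factors (2.82, SD 3.12, percentile 97.8) and Stress resistance (2.09, SD 2.36, percentile 95.2). The same held for Nutrient starvation (1.98, SD 3.03, percentile 56.1), Central carbon metabolism (2.16, SD 3.16, percentile 64.3) and Global regulators (0.73, SD 3.11, percentile 12.7). With replicate C alone under the same normalization, the difference kept its direction in 10 categories and was -0.21 for Global regulators. 

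**Figure D2:**
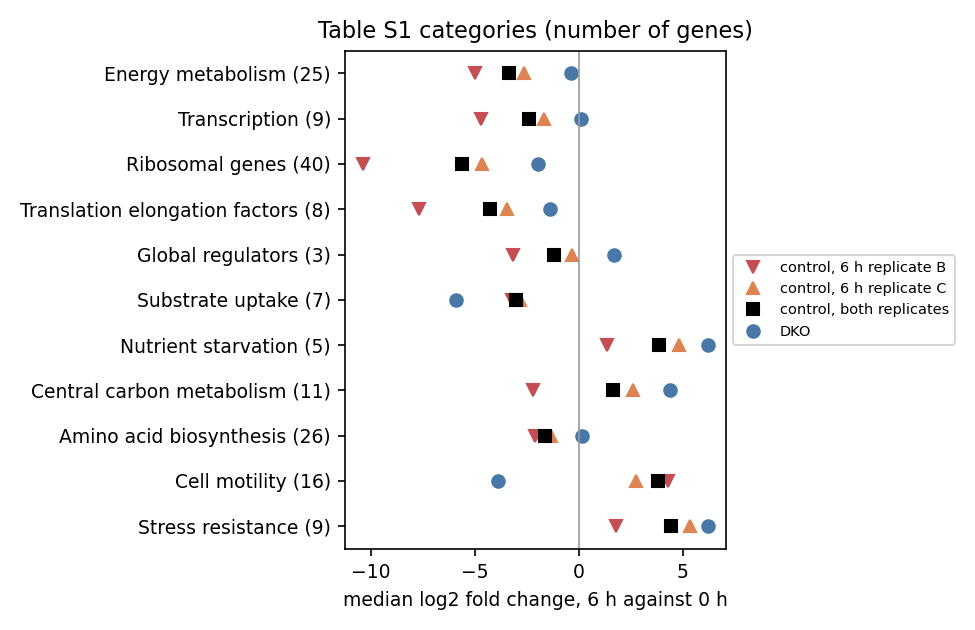
Median log2 fold change (6 h against 0 h) of the genes in each category of Table S1, with the number of genes in brackets. Points stand for control with replicate B alone, with replicate C alone and with both, and for DKO. For Central carbon metabolism the control median is -2.19 with replicate B and 2.59 with replicate C.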

The statistically significant differences between the transcriptome of the control and DKO was calculated using paired *t-test* performed on log2 fold change in gene expression levels (0 h versus 6 h) of genes categorized under different functional categories. Statistical analysis was performed using GraphPad Prism Software (version 5, GraphPad Software Inc, San Diego, CA, USA) (Additional file 1: Table S14). For the proteomic analysis we first calculated the log2 fold change in protein levels between the two time points (4th and 10th hour post induction) in both control and DKO strain. A lumped estimate of the mean values of this change for each protein category was done using this log transformed data. The difference between the means of the control and DKO was then statistically analyzed using a *t-test* for unequal variances (Additional file 1: Table S3). *p* ≤ 0.05 was considered as statistically significant.

### Glycerol and *L-asparaginase* measurement

Residual glycerol concentration in the culture supernatant was measured using Agilent HPLC 1260 Infinity system (Agilent Technologies Inc., USA) equipped with a refractive index detector. AMINEX HPX-87H column (7.8 × 300 mm) (BioRad Laboratories) was used for this purpose. Mobile phase consisted of 5 mM H_2_SO_4_ with a flow rate of 0.5 mL/min. Column temperature was kept at 50°C. The culture supernatant was filtered with a 0.22 µm syringe filter before injection. *L-asparaginase* activity was measured using a protocol described earlier [63].

## Supplementary Information

**Additional file 1: Table S1.** Log2 fold change in expression levels of genes belonging to different functional categories in control and double knockout (DKO) strains. **Table S2.** Log2 fold change in expression levels of proteins (4 h versus 10 h post induction) belonging to different functional categories in control and double knockout (DKO) strains. **Table S3:.** Statistical analysis of protein expression data for control and double knockout (DKO) strains. **Figure S4.** (A) Growth profile of *E. coli* BW25113 strain growing in TB media containing no glycerol, 0.2% and 0.4% (v/v) glycerol. (B) Glycerol consumption profiles of control and DKO strain growing in TB media containing 0.2% (v/v) glycerol. **Figure S5.** Confirmation of preserved functionality of *L-asparaginase* by estimating its specific activity. **Figure S6.** Cloning of Rubella E1 glycoprotein (target gene) and *sfGFP* into the *pBAD24* expression vector in *E. coli* DH5α strain using the principle of homologous recombination. **Figure S7.** (A & B) Pictorial representation of construction of expression vector *pPROLAR.A122glpDK* (5.9 kb). (C) Gel picture showing amplification of *glpD* gene, *Ara* promoter, *glpK* gene and vector backbone (D) PCR confirmation of *glpD-araProm-glpK* insert. **Method S8.** RNA-seq analysis procedure. **Figure S9.** Correlation plot between log CPM values of two biological replicates of control strain (6 h post induction) expressing *L-asparaginase*. **Method S10.** qRT-PCR protocol. **Table S11.** List of primers used for qRT-PCR. **Figure S12.** Correlation analysis of log2 fold change values obtained from RNA-Seq and qRT-PCR. **Method S13.** Label free LC MS/MS protein quantification. **Table S14.** Statistical analysis of gene expression data obtained from RNA seq analysis for control and double knockout (DKO) strains.

## Data Availability

The RNA-seq data generated during this study is available the Gene Expression Omnibus database at national center for biotechnology information (NCBI) under the with accession number GSE108442 (GEO: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE108442). All other data generated or analyzed during this study are included in this article and its Additional file 1.

## Abbreviations

CSR: Cellular stress response
DEGs: Differentially expressed genes
DKO: Double knockout
sfGFP: Super-folding green fluorescent protein
TB: Teriffic broth
HPLC: High pressure liquid chromatography

# Supplementary material for: Designing next generation recombinant protein expression platforms by modulating the cellular stress response in Escherichia coli
**Source:** Microb Cell Fact. 2020 Dec 11;19:227. doi: 10.1186/s12934-020-01488-w
**Supplement:** Supplementary file 1 — Additional file 1: Table S1. Log2 fold change in expression levels of genes belonging to different functional categories in control and double knockout (DKO) strains. Table S2. Log2 fold change in expression levels of proteins (4 h versus 10 h post induction) belonging to different functional categories in control and double knockout (DKO) strains. Table S3:. Statistical analysis of protein expression data for control and double knockout (DKO) strains. Figure S4. (A) Growth profile of E. coli BW25113 strain growing in TB media containing no glycerol, 0.2% and 0.4% (v/v) glycerol. (B) Glycerol consumption profiles of control and DKO strain growing in TB media containing 0.2% (v/v) glycerol. Figure S5. Confirmation of preserved functionality of L-asparaginase by estimating its specific activity. Figure S6. Cloning of Rubella E1 glycoprotein (target gene) and sfGFP into the pBAD24 expression vector in E. coli DH5α strain using the principle of homologous recombination. Figure S7. (A & B) Pictorial representation of construction of expression vector pPROLAR.A122glpDK (5.9 kb). (C) Gel picture showing amplification of glpD gene, Ara promoter, glpK gene and vector backbone (D) PCR confirmation of glpD-araProm-glpK insert. Method S8. RNA-seq analysis procedure. Figure S9. Correlation plot between log CPM values of two biological replicates of control strain (6 h post induction) expressing L-asparaginase. Method S10. qRT-PCR protocol. Table S11. List of primers used for qRT-PCR. Figure S12. Correlation analysis of log2 fold change values obtained from RNA-Seq and qRT-PCR. Method S13. Label free LC MS/MS protein quantification. Table S14. Statistical analysis of gene expression data obtained from RNA seq analysis for control and double knockout (DKO) strains.

# **Supplementary information**

**Designing next generation recombinant protein expression platforms by modulating the cellular stress response in *Escherichia coli***

Richa Guleria<sup>1,#</sup>, Priyanka Jain<sup>1,#</sup>, Madhulika Verma<sup>2</sup> and Krishna J. Mukherjee<sup>1,3,\*</sup>

<sup>#</sup>Authors equally contributed to this work

**This additional file 1 contains:**

**Tables S1, S2, S3, S11, S14**

**Figures S4, S5, S6, S7, S9, S12**

**Methods S8, S10, S13**

**Table S1:** Log2 fold change in expression levels of genes belonging to different functional categories in control and double knockout (DKO) strains.

| Gene              | Gene product                                                | Gene expression (log 2 Fold Change) |       |
|-------------------|-------------------------------------------------------------|-------------------------------------|-------|
|                   |                                                             | Control                             | DKO   |
| Energy metabolism |                                                             |                                     |       |
| <i>sdhA</i>       | Succinate dehydrogenase flavoprotein subunit                | 1.41                                | 3.35  |
| <i>sdhB</i>       | Succinate dehydrogenase iron-sulfur subunit                 | 0.51                                | 2.86  |
| <i>sdhC</i>       | Succinate dehydrogenase cytochrome b556 subunit             | 0.19                                | 3.13  |
| <i>sdhD</i>       | Succinate dehydrogenase hydrophobic membrane anchor subunit | 0.75                                | 3.48  |
| <i>nuoJ</i>       | NADH-quinone oxidoreductase subunit J                       | 1.03                                | 2.24  |
| <i>nuoL</i>       | NADH-quinone oxidoreductase subunit L                       | 0.61                                | 2.01  |
| <i>nuoI</i>       | NADH-quinone oxidoreductase subunit I                       | 0.45                                | 2.18  |
| <i>nuoH</i>       | NADH-quinone oxidoreductase subunit H                       | 0.09                                | 2.29  |
| <i>nuoK</i>       | NADH-quinone oxidoreductase subunit K                       | 0.50                                | 2.10  |
| <i>nuoG</i>       | NADH-quinone oxidoreductase subunit G                       | 0.62                                | 1.91  |
| <i>nuoA</i>       | NADH-quinone oxidoreductase subunit A                       | -3.03                               | 0.49  |
| <i>ndh</i>        | NADH:quinone oxidoreductase II                              | -1.74                               | -2.76 |
| <i>cyoE</i>       | heme o synthase                                             | -3.10                               | -1.63 |
| <i>cyoB</i>       | cytochrome bo3 ubiquinol oxidase subunit 1                  | -3.23                               | -1.63 |
| <i>cyoC</i>       | cytochrome bo3 ubiquinol oxidase subunit 3                  | -3.26                               | -1.82 |
| <i>cyoA</i>       | cytochrome bo3 ubiquinol oxidase subunit 2                  | -3.47                               | -1.13 |
| <i>atpB</i>       | ATP synthase Fo complex subunit a                           | -3.96                               | -1.24 |
| <i>atpD</i>       | ATP synthase F1 complex subunit beta                        | -4.90                               | 0.98  |
| <i>cyoD</i>       | cytochrome bo3 ubiquinol oxidase subunit 4                  | -5.05                               | 1.46  |
| <i>atpG</i>       | ATP synthase F1 complex subunit gamma                       | -5.09                               | 0.96  |
| <i>atpC</i>       | ATP synthase F1 complex subunit epsilon                     | -5.71                               | 0.96  |
| <i>atpA</i>       | ATP synthase F1 complex subunit alpha                       | -5.79                               | 0.75  |
| <i>atpE</i>       | ATP synthase Fo complex subunit c                           | -6.18                               | 0.56  |
| <i>atpH</i>       | ATP synthase F1 complex subunit delta                       | -6.66                               | 0.89  |

|                        |                                           |        |       |
|------------------------|-------------------------------------------|--------|-------|
| <i>atpF</i>            | ATP synthase Fo complex subunit b         | -6.82  | 0.59  |
| <b>Transcription</b>   |                                           |        |       |
| <i>rpoA</i>            | RNA polymerase subunit alpha              | -10.95 | -2.01 |
| <i>rpoB</i>            | RNA polymerase subunit beta               | -8.60  | -0.95 |
| <i>rpoC</i>            | RNA polymerase subunit beta'              | -8.73  | -1.33 |
| <i>rpoZ</i>            | RNA polymerase subunit omega              | -6.65  | -0.98 |
| <i>rpoS</i>            | RNA polymerase, sigma S (sigma 38) factor | -1.15  | 4.11  |
| <i>rpoD</i>            | RNA polymerase, sigma 70 (sigma D) factor | -3.71  | 0.07  |
| <i>rpoE</i>            | RNA polymerase sigma E factor b4725       | -4.67  | -0.92 |
| <i>rpoH</i>            | RNA polymerase, sigma H (sigma 32) factor | 2.91   | 0.83  |
| <i>rpoN</i>            | RNA polymerase, sigma N (sigma 54) factor | -2.29  | 0.17  |
| <b>Ribosomal genes</b> |                                           |        |       |
| <i>rpsA</i>            | 30S ribosomal subunit protein S1          | -8.67  | -2.12 |
| <i>rpsB</i>            | 30S ribosomal subunit protein S2          | -9.03  | -2.64 |
| <i>rpsC</i>            | 30S ribosomal subunit protein S3          | -10.39 | -3.07 |
| <i>rpsD</i>            | 30S ribosomal subunit protein S4          | -11.62 | -1.78 |
| <i>rpsE</i>            | 30S ribosomal subunit protein S5          | -10.72 | -1.69 |
| <i>rpsF</i>            | 30S ribosomal subunit protein S6          | -9.55  | -2.06 |
| <i>rpsG</i>            | 30S ribosomal subunit protein S7          | -9.53  | -1.69 |
| <i>rpsH</i>            | 30S ribosomal subunit protein S8          | -10.43 | -1.24 |
| <i>rpsI</i>            | 30S ribosomal subunit protein S9          | -8.56  | -2.60 |
| <i>rpsJ</i>            | 30S ribosomal subunit protein S10         | -11.09 | -2.16 |
| <i>rpsK</i>            | 30S ribosomal subunit protein S11         | -9.79  | -1.60 |
| <i>rpsL</i>            | 30S ribosomal subunit protein S12         | -9.45  | -1.54 |
| <i>rpsM</i>            | 30S ribosomal subunit protein S13         | -10.68 | -1.44 |
| <i>rpsN</i>            | 30S ribosomal subunit protein S14         | -11.62 | -1.14 |
| <i>rpsO</i>            | 30S ribosomal subunit protein S15         | -10.29 | -2.37 |
| <i>rpsP</i>            | 30S ribosomal subunit protein S16         | -10.35 | -1.61 |
| <i>rpsQ</i>            | 30S ribosomal subunit protein S17         | -13.15 | -3.03 |

|                                       |                                       |        |       |
|---------------------------------------|---------------------------------------|--------|-------|
| <i>rpsR</i>                           | 30S ribosomal subunit protein S18     | -7.81  | -1.93 |
| <i>rpsS</i>                           | 30S ribosomal subunit protein S19     | -9.80  | -2.96 |
| <i>rpsT</i>                           | 30S ribosomal subunit protein S20     | -10.96 | -2.95 |
| <i>rplA</i>                           | 50S ribosomal subunit protein L1      | -11.58 | -1.54 |
| <i>rplB</i>                           | 50S ribosomal subunit protein L2      | -10.52 | -2.77 |
| <i>rplC</i>                           | 50S ribosomal subunit protein L3      | -10.18 | -2.37 |
| <i>rplD</i>                           | 50S ribosomal subunit protein L4      | -10.26 | -2.52 |
| <i>rplE</i>                           | 50S ribosomal subunit protein L5      | -10.56 | -1.02 |
| <i>rplF</i>                           | 50S ribosomal subunit protein L6      | -11.01 | -1.37 |
| <i>rplI</i>                           | 50S ribosomal subunit protein L9      | -9.21  | -1.95 |
| <i>rplJ</i>                           | 50S ribosomal subunit protein L10     | -12.22 | -2.43 |
| <i>rplK</i>                           | 50S ribosomal subunit protein L11     | -11.55 | -1.49 |
| <i>rplL</i>                           | 50S ribosomal subunit protein L12     | -12.89 | -2.75 |
| <i>rplM</i>                           | 50S ribosomal subunit protein L13     | -9.04  | -2.46 |
| <i>rplN</i>                           | 50S ribosomal subunit protein L14     | -10.75 | -1.27 |
| <i>rplO</i>                           | 50S ribosomal subunit protein L15     | -10.22 | -1.98 |
| <i>rplP</i>                           | 50S ribosomal subunit protein L16     | -10.12 | -3.09 |
| <i>rplQ</i>                           | 50S ribosomal subunit protein L17     | -11.35 | -2.23 |
| <i>rplR</i>                           | 50S ribosomal subunit protein L18     | -10.14 | -1.66 |
| <i>rplS</i>                           | 50S ribosomal subunit protein L19     | -11.38 | -1.56 |
| <i>rplT</i>                           | 50S ribosomal subunit protein L20     | -10.16 | -1.84 |
| <i>rplU</i>                           | 50S ribosomal subunit protein L21     | -8.96  | -2.24 |
| <i>rmf</i>                            | ribosome modulation factor            | -1.82  | 10.35 |
| <b>Translation elongation factors</b> |                                       |        |       |
| <i>tufA</i>                           | translation elongation factor Tu 1    | -8.56  | -1.38 |
| <i>tufB</i>                           | translation elongation factor Tu 2    | -10.14 | -1.4  |
| <i>tsf</i>                            | protein chain elongation factor EF-Ts | -9.55  | -2.51 |
| <i>fusA</i>                           | elongation factor G                   | -8.7   | -1.98 |
| <i>efp</i>                            | protein chain elongation factor EF-P  | -5.51  | 0.97  |

|                                  |                                                                                             |       |       |
|----------------------------------|---------------------------------------------------------------------------------------------|-------|-------|
| <i>infA</i>                      | translation initiation factor IF-1                                                          | -5.57 | -2.51 |
| <i>infB</i>                      | translation initiation factor IF-2                                                          | -4.35 | -1.11 |
| <i>infC</i>                      | translation initiation factor IF-3                                                          | -6.65 | 0.99  |
| <b>Global Regulators</b>         |                                                                                             |       |       |
| <i>arcA</i>                      | aerobic respiration control protein ArcA                                                    | -3.83 | -1.42 |
| <i>fnr</i>                       | Fumarate and nitrate reduction regulatory protein                                           | -3.10 | 1.67  |
| <i>gadX</i>                      | DNA-binding transcriptional dual regulator or glutamate-dependent acid resistance regulator | 0.43  | 3.69  |
| <b>Substrate uptake</b>          |                                                                                             |       |       |
| <i>glpA</i>                      | anaerobic glycerol-3-phosphate dehydrogenase subunit A                                      | -3.55 | -9.12 |
| <i>glpB</i>                      | anaerobic glycerol-3-phosphate dehydrogenase subunit B                                      | -1.28 | -8.09 |
| <i>glpF</i>                      | glycerol facilitator                                                                        | -3.17 | -2.75 |
| <i>glpC</i>                      | anaerobic glycerol-3-phosphate dehydrogenase subunit C                                      | 3.37  | -5.96 |
| <i>glpK</i>                      | glycerol kinase                                                                             | -3.30 | -2.74 |
| <i>glpD</i>                      | aerobic glycerol 3-phosphate dehydrogenase                                                  | -4.05 | -4.84 |
| <i>glpT</i>                      | sn-glycerol 3-phosphate:phosphate antiporter                                                | -2.66 | -5.93 |
| <b>Nutrient starvation</b>       |                                                                                             |       |       |
| <i>slp</i>                       | starvation lipoprotein                                                                      | 3.07  | 8.34  |
| <i>csiD</i>                      | glutarate dioxygenase                                                                       | 1.76  | 7.32  |
| <i>cstA</i>                      | carbon starvation protein A                                                                 | 1.38  | 4.08  |
| <i>lpp</i>                       | murein lipoprotein                                                                          | -7.64 | -0.04 |
| <i>dps</i>                       | starvation-inducible DNA-binding protein                                                    | -0.58 | 6.21  |
| <b>Central carbon metabolism</b> |                                                                                             |       |       |
| <i>aceA</i>                      | isocitrate lyase                                                                            | -2.13 | 6.66  |
| <i>aceB</i>                      | malate synthase A                                                                           | -2.88 | 5.69  |
| <i>poxB</i>                      | pyruvate oxidase                                                                            | 2.79  | 4.80  |
| <i>pta</i>                       | phosphate acetyltransferase                                                                 | -4.06 | -1.28 |
| <i>acs</i>                       | acetyl-CoA synthetase                                                                       | 4.30  | 5.41  |
| <i>sucA</i>                      | 2-oxoglutarate dehydrogenase E1 component                                                   | -1.31 | 3.11  |
| <i>sucB</i>                      | 2-oxoglutarate dehydrogenase E2 component                                                   | -2.46 | 3.12  |

|                                |                                                   |       |       |
|--------------------------------|---------------------------------------------------|-------|-------|
| <i>sucC</i>                    | succinyl-CoA synthetase beta subunit              | -1.63 | 4.38  |
| <i>sucD</i>                    | succinyl-CoA synthetase alpha subunit             | -1.01 | 4.40  |
| <i>icd</i>                     | isocitrate dehydrogenase                          | -3.20 | 2.82  |
| <i>mdh</i>                     | malate dehydrogenase                              | -3.52 | 3.54  |
| <b>Amino acid biosynthesis</b> |                                                   |       |       |
| <i>ilvN</i>                    | acetolactate synthase I/III small subunit         | -3.09 | 2.59  |
| <i>ilvG</i>                    | Pseudogene                                        | -5.39 | -1.18 |
| <i>ilvA</i>                    | threonine deaminase                               | -2.98 | 0.98  |
| <i>ilvE</i>                    | branched-chain amino acid aminotransferase        | -2.98 | 0.76  |
| <i>ilvD</i>                    | dihydroxy-acid dehydratase                        | -2.37 | 0.76  |
| <i>ilvY</i>                    | DNA-binding transcriptional dual regulator IlvY   | -2.07 | 0.70  |
| <i>ilvC</i>                    | ketol-acid reductoisomerase                       | -1.98 | 0.58  |
| <i>dapA</i>                    | 4-hydroxy-tetrahydrodipicolinate synthase         | -3.01 | 0.01  |
| <i>dapB</i>                    | 4-hydroxy-tetrahydrodipicolinate reductase        | -1.17 | 0.37  |
| <i>dapD</i>                    | tetrahydrodipicolinate succinylase                | -5.52 | 0.27  |
| <i>dapF</i>                    | diaminopimelate epimerase                         | -4.02 | 0.42  |
| <i>aroF</i>                    | 3-deoxy-7-phosphoheptulonate synthase             | -2.03 | 0.89  |
| <i>aroG</i>                    | 3-deoxy-7-phosphoheptulonate synthase             | -1.56 | 1.34  |
| <i>pheA</i>                    | chorismate mutase / prephenate dehydratase        | -2.47 | 1.48  |
| <i>tyrB</i>                    | tyrosine aminotransferase                         | -1.47 | -1.27 |
| <i>trpE</i>                    | anthranilate synthase subunit TrpE                | 4.73  | 3.73  |
| <i>cysH</i>                    | phosphoadenosine phosphosulfate reductase         | 4.24  | 1.98  |
| <i>cysI</i>                    | sulfite reductase, hemoprotein subunit            | 4.00  | 2.61  |
| <i>glyA</i>                    | serine hydroxymethyltransferase                   | -3.15 | -0.48 |
| <i>aspC</i>                    | aspartate aminotransferase                        | -1.75 | 2.47  |
| <i>thrB</i>                    | homoserine kinase                                 | -1.75 | 1.20  |
| <i>thrC</i>                    | threonine synthase                                | -2.07 | 0.32  |
| <i>thrS</i>                    | threonine--tRNA ligase                            | -3.94 | 0.03  |
| <i>thrA</i>                    | fused aspartate kinase/homoserine dehydrogenase 1 | -1.38 | 1.53  |

|                          |                                                     |       |       |
|--------------------------|-----------------------------------------------------|-------|-------|
| <i>metL</i>              | fused aspartate kinase/homoserine dehydrogenase 2   | -2.00 | 0.74  |
| <i>hisG</i>              | ATP phosphoribosyltransferase                       | 1.27  | -0.55 |
| <b>Cell motility</b>     |                                                     |       |       |
| <i>flgA</i>              | flagellar basal body P-ring formation protein       | 2.97  | -2.82 |
| <i>flgD</i>              | flagellar biosynthesis, initiation of hook assembly | 3.62  | -5.61 |
| <i>flgE</i>              | flagellar hook protein                              | 3.44  | -4.80 |
| <i>flgF</i>              | flagellar basal-body rod protein                    | 4.20  | -4.68 |
| <i>flgG</i>              | flagellar basal-body rod protein                    | 4.74  | -3.91 |
| <i>flgI</i>              | flagellar P-ring protein                            | 5.12  | -3.43 |
| <i>flgJ</i>              | putative peptidoglycan hydrolase                    | 5.67  | -2.56 |
| <i>flgK</i>              | flagellar hook-filament junction protein 1          | 4.83  | -1.31 |
| <i>fliA</i>              | RNA polymerase, sigma 28 (sigma F) factor           | 2.81  | -5.31 |
| <i>fliD</i>              | flagellar filament capping protein                  | 6.22  | -2.58 |
| <i>fliF</i>              | flagellar basal-body MS-ring and collar protein     | 4.51  | -5.17 |
| <i>fliG</i>              | flagellar motor switch protein                      | 2.58  | -4.12 |
| <i>fliH</i>              | flagellar biosynthesis protein                      | 4.92  | -3.91 |
| <i>fliK</i>              | flagellar hook-length control protein               | 5.05  | -2.51 |
| <i>fliM</i>              | flagellar motor switch protein                      | 3.72  | -4.20 |
| <i>fliZ</i>              | DNA-binding transcriptional regulator               | 3.27  | -2.36 |
| <b>Stress resistance</b> |                                                     |       |       |
| <i>gadA</i>              | glutamate decarboxylase A                           | 3.27  | 8.24  |
| <i>gadB</i>              | glutamate decarboxylase B                           | 4.63  | 10.67 |
| <i>gadC</i>              | L-glutamate:4-aminobutyrate antiporter              | 3.47  | 10.41 |
| <i>bfr</i>               | Bacterioferritin                                    | -2.25 | 5.81  |
| <i>osmB</i>              | osmotically-inducible lipoprotein                   | 2.13  | 6.27  |
| <i>osmC</i>              | osmotically inducible peroxiredoxin                 | 1.85  | 6.21  |
| <i>osmY</i>              | periplasmic chaperone                               | 1.30  | 5.68  |
| <i>psiF</i>              | Phosphate starvation-inducible protein              | -0.06 | 3.08  |
| <i>uspB</i>              | universal stress protein B                          | 0.82  | 3.59  |

**Table S2:** Log2 fold change in expression levels of proteins (4 h versus 10 h post induction) belonging to different functional categories in control and double knockout (DKO) strains. The log2FC (4 h v 10 h) values for proteins that are absent either in control or DKO in top 100 list are left blank.

| Functional category       | Protein     | Control          | DKO              |
|---------------------------|-------------|------------------|------------------|
|                           |             | log2FC 4h vs 10h | log2FC 4h vs 10h |
| Central carbon metabolism | <i>acnB</i> | -0.4512          | 0.3080           |
|                           | <i>gapA</i> | -0.3358          | 0.0828           |
|                           | <i>aceE</i> | -0.5168          | -0.1238          |
|                           | <i>aceA</i> | -0.3224          | 1.1814           |
|                           | <i>sucA</i> | -1.3383          | -0.0298          |
|                           | <i>acs</i>  | 0.0449           |                  |
|                           | <i>pckA</i> | 1.0114           | 0.5104           |
|                           | <i>icd</i>  | -0.2069          | 0.1350           |
|                           | <i>sucC</i> | -0.0856          | 0.1670           |
|                           | <i>lpdA</i> | 0.2873           | 0.1308           |
|                           | <i>sucD</i> | 0.2216           |                  |
|                           | <i>gltA</i> | -0.2925          | 0.5581           |
|                           | <i>fbaA</i> | 0.4467           | 0.5047           |
|                           | <i>adhE</i> | 0.2959           | 0.9308           |
|                           | <i>mdh</i>  | -0.1837          | 0.4653           |
|                           | <i>talB</i> | -0.6075          | -0.0007          |
|                           | <i>sucB</i> | -0.5299          |                  |
|                           | <i>eno</i>  | -0.2869          | 0.2490           |
|                           | <i>prs</i>  | -0.0762          |                  |
|                           | <i>pgk</i>  | 0.4799           | 0.8874           |
|                           | <i>pyfK</i> | -0.2483          | 0.2465           |
|                           | <i>acnA</i> | 0.7226           |                  |
|                           | <i>gnd</i>  | -0.1290          | 0.2085           |
|                           | <i>fumA</i> | -0.9183          | 0.3324           |
|                           | <i>tktA</i> |                  | -0.1907          |
| Energy metabolism         | <i>sdhA</i> | -0.1362          | 0.5800           |
|                           | <i>atpA</i> | -0.0613          | -0.2315          |
|                           | <i>atpD</i> | -0.6804          | 0.2035           |
|                           | <i>sdhB</i> | -0.3414          | 0.4716           |
|                           | <i>cysK</i> |                  | 0.9755           |
|                           | <i>nuoG</i> |                  | 0.2959           |
| Carbohydrate metabolism   | <i>aldA</i> | -0.5036          | 1.0089           |
|                           | <i>pflB</i> | 0.4966           | 0.0414           |
|                           | <i>gatY</i> | -0.1577          | 1.0641           |

|                             |             |         |         |
|-----------------------------|-------------|---------|---------|
|                             | <i>maeB</i> | -0.1767 | 1.0121  |
|                             | <i>gatZ</i> |         | -1.2707 |
|                             | <i>gcvP</i> |         | 0.3695  |
|                             | <i>accA</i> |         | 0.0162  |
| Protein folding and sorting | <i>dnaK</i> | 0.1076  | 0.0773  |
|                             | <i>clpB</i> | 0.3423  | 0.1504  |
|                             | <i>tig</i>  | 0.0522  | -0.3671 |
|                             | <i>groL</i> | -0.3394 | 0.0478  |
| Transcription               | <i>lacI</i> | 0.0555  | 0.2481  |
|                             | <i>rpoB</i> | -0.6442 | -0.2833 |
|                             | <i>rpoC</i> | -0.4236 | -0.1447 |
|                             | <i>rpoA</i> | 0.5589  | -0.1118 |
|                             | <i>putA</i> | 0.8967  | 0.7195  |
|                             | <i>nusA</i> |         | -0.4809 |
| Translation                 | <i>tufA</i> | -0.3173 | -0.1892 |
|                             | <i>fusA</i> | 0.0540  | 0.1368  |
|                             | <i>rpsA</i> | 0.5320  | -0.2319 |
|                             | <i>rplE</i> | -0.0558 | -0.2421 |
|                             | <i>rplF</i> | 0.0788  | -0.5694 |
|                             | <i>rpsC</i> | -0.1548 | -0.1652 |
|                             | <i>rpsE</i> | -0.2069 | -0.1159 |
|                             | <i>pheT</i> | -0.8487 | 0.0061  |
|                             | <i>rplD</i> | 0.2240  | -0.3108 |
|                             | <i>rpsG</i> | -0.6061 | 0.1871  |
|                             | <i>rplB</i> | 0.4954  | -0.0388 |
|                             | <i>rpsD</i> | -0.4893 | -0.3377 |
|                             | <i>rpsB</i> | -0.5968 | 0.0882  |
|                             | <i>proS</i> | -0.1880 | -1.3832 |
|                             | <i>rplY</i> | -0.4886 |         |
|                             | <i>alaS</i> | 0.1329  | -0.2954 |
|                             | <i>ileS</i> | -0.2990 |         |
|                             | <i>glyS</i> | -0.0512 |         |
|                             | <i>valS</i> | -0.2595 | -0.0876 |
|                             | <i>tsf</i>  | -0.6184 | -0.4024 |
|                             | <i>infB</i> |         | -0.1979 |
|                             | <i>rpsF</i> |         | -0.4483 |
|                             | <i>rplP</i> |         | 0.2963  |
|                             | <i>rplX</i> |         | -0.7096 |
|                             | <i>rplV</i> |         | 0.1803  |
|                             | <i>serS</i> |         | -0.2051 |
| Amino acid metabolism       | <i>tnaA</i> | -0.6195 | 0.3862  |

|  |                    |         |         |
|--|--------------------|---------|---------|
|  | <b><i>aspA</i></b> | -0.4386 | -0.1593 |
|  | <b><i>carB</i></b> | -0.2725 |         |
|  | <b><i>astC</i></b> | 0.2161  |         |
|  | <b><i>gabD</i></b> | 0.8170  |         |
|  | <b><i>dapD</i></b> |         | -0.2999 |

**Table S3:** Statistical analysis of protein expression data for control and double knockout (DKO) strains: The proteins categorized under seven major functional categories (central carbon metabolism, translation, transcription, carbohydrate metabolism, energy metabolism, amino acid metabolism, protein sorting and folding) were selected from the list of top 100 abundant proteins for analysis. The statistically significant differences between log2 fold protein expression levels between control and DKO were analyzed by performing t-test for samples with unequal variances. P value  $\leq 0.05$  was considered significant.

**(A)** Statistical analysis for control. (FC represents 'fold change' between 4 h and 10 h post induction)

|   | Functional categories                    | N1 | Mean of Log2 FC ( $\mu_1$ ) | Variance ( $S_1^2$ ) | St. Dev. ( $\sigma_1$ ) |
|---|------------------------------------------|----|-----------------------------|----------------------|-------------------------|
| 1 | Central carbon metabolism                | 24 | -0.1258                     | 0.2552               | 0.5051                  |
| 2 | Translation                              | 20 | -0.1832                     | 0.1302               | 0.3608                  |
| 3 | Transcription                            | 5  | 0.0887                      | 0.3349               | 0.5787                  |
| 4 | Amino acid metabolism                    | 5  | -0.0595                     | 0.2694               | 0.5190                  |
| 5 | Carbohydrate metabolism                  | 4  | -0.0854                     | 0.1318               | 0.3631                  |
| 6 | Energy metabolism                        | 4  | -0.3048                     | 0.0575               | 0.2398                  |
| 7 | Protein folding, sorting and degradation | 4  | 0.0407                      | 0.0600               | 0.2449                  |

**(B)** Statistical analysis for DKO. (FC represents 'fold change' between 4 h and 10 h post induction)

|   | Functional categories                    | N2 | Mean of Log2 FC ( $\mu_2$ ) | Variance ( $S_2^2$ ) | St. Dev. ( $\sigma_2$ ) |
|---|------------------------------------------|----|-----------------------------|----------------------|-------------------------|
| 1 | Central carbon metabolism                | 20 | 0.3277                      | 0.1220               | 0.3493                  |
| 2 | Translation                              | 23 | -0.2189                     | 0.1200               | 0.3464                  |
| 3 | Transcription                            | 6  | -0.0089                     | 0.1540               | 0.3924                  |
| 4 | Amino acid metabolism                    | 3  | -0.0243                     | 0.0876               | 0.2959                  |
| 5 | Carbohydrate metabolism                  | 7  | 0.3202                      | 0.6014               | 0.7755                  |
| 6 | Energy metabolism                        | 6  | 0.3825                      | 0.1358               | 0.3686                  |
| 7 | Protein folding, sorting and degradation | 4  | -0.0229                     | 0.0409               | 0.2022                  |

**(C)** t-test results (Control versus DKO)

|   | <b>Functional categories</b>             | <b>t value</b> | <b>p value</b> |
|---|------------------------------------------|----------------|----------------|
| 1 | Central carbon metabolism                | 3.5055         | 0.0014         |
| 2 | Translation                              | -0.3302        | 0.7488         |
| 3 | Transcription                            | -0.3204        | 0.7829         |
| 4 | Amino acid metabolism                    | 0.1221         | 0.9201         |
| 5 | Carbohydrate metabolism                  | 1.1763         | 0.3166         |
| 6 | Energy metabolism                        | 3.5723         | 0.0152         |
| 7 | Protein folding, sorting and degradation | -0.4004        | 0.7430         |

**Figure S4:** (A) Growth profile of *E. coli* BW25113 strain growing in TB media containing no glycerol, 0.2% and 0.4% (v/v) glycerol. (B) Glycerol consumption profiles of control and DKO strain growing in TB media containing 0.2% (v/v) glycerol.

(A)

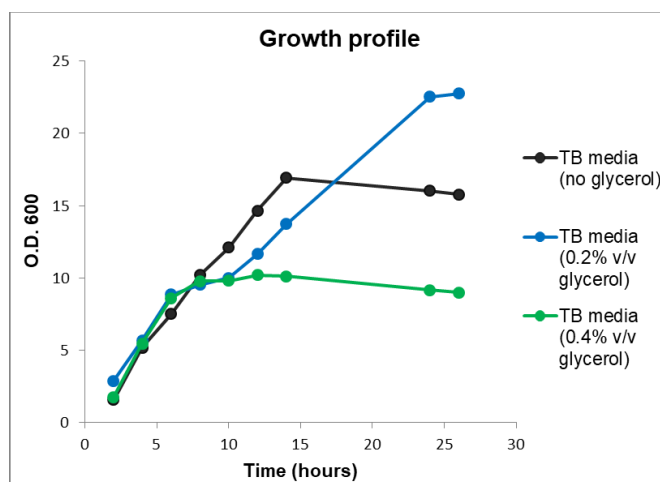

(B)

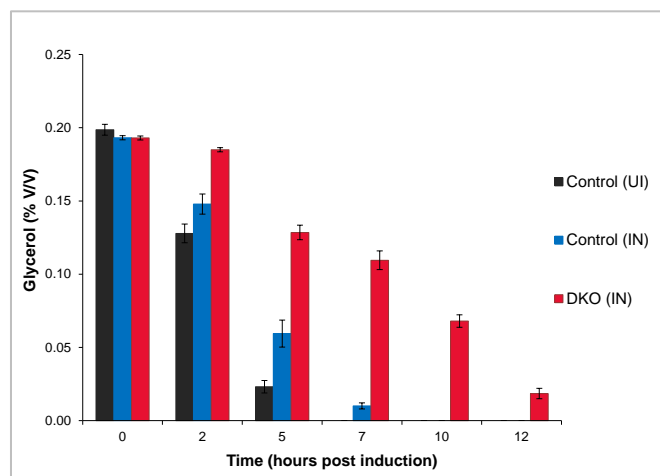

**Figure S5:** Confirmation of preserved functionality of *L-asparaginase* by estimating its specific activity.

#### Enzymatic activity measurements for *L-asparaginase*:

The enzymatic activity of *L-asparaginase* was quantified by measuring the amount of ammonia released during the reaction since it is directly proportional to the rate of hydrolysis of L-asparagine. A calibration curve of the amount of ammonia released vs OD<sub>436</sub> was determined by Nessler's reagent using ammonium sulfate solution as standard. The enzymatic activity of the supernatant was quantified by measuring the maximum rate of substrate conversion, where one unit of *L-asparaginase* (U) is defined as the amount of enzyme required to convert 1 µmol of asparagine to 1 µmol ammonia per minute at 37°C and pH 8.6.

#### Calibration curve for calculating the amount of ammonia released:

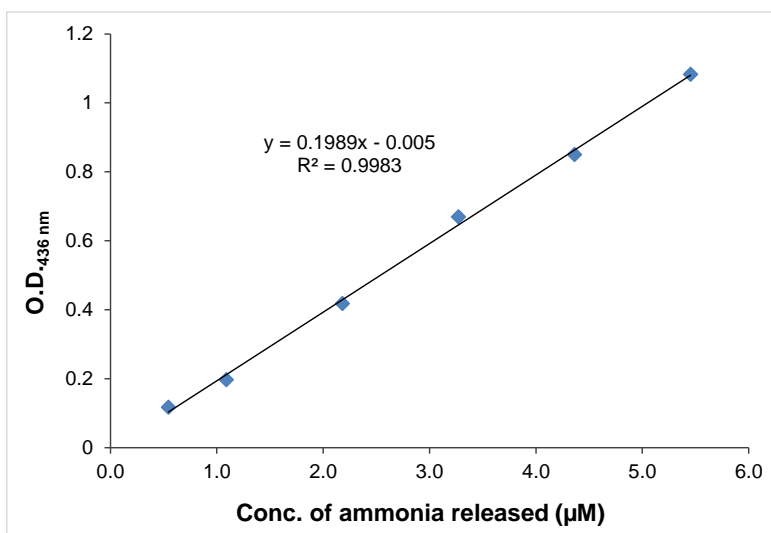

The enzymatic activity was calculated using the formula:

$$\text{Units/ml Enzyme} = (\text{micromoles of NH}_3 \text{ liberated}) \times (V1) / \text{Assay time (min)} \times (V2) \times (V3)$$

V1 = Total reaction volume (ml) before equilibration

V2 = Reaction volume (ml) used added to the well

V3 = Volume (ml) of enzyme solution/culture supernatant used

### Calculations:

| Strain                               | Time (hours PI) | Abs (436 nm) | Conc. of NH <sub>3</sub> liberated (in mM) | Enzyme activity (U/ml) |
|--------------------------------------|-----------------|--------------|--------------------------------------------|------------------------|
| BW $\Delta$ elaA $\Delta$ cysW L-asp | 12              | 0.218        | 1.12                                       | 23.12                  |
|                                      | 24              | 0.334        | 1.70                                       | 35.15                  |

|                                            |    |       |      |       |
|--------------------------------------------|----|-------|------|-------|
| BW $\Delta$ elaA $\Delta$ cysW glpDK L-asp | 12 | 0.292 | 1.49 | 30.80 |
|                                            | 24 | 0.616 | 3.12 | 64.39 |

### Gel densitometry studies:

Our preliminary studies showed that *L-asparaginase* starts getting secreted into the extracellular medium only after sufficient accumulation inside the cell. The expression of L-asparaginase in cytoplasmic and peri-plasmic fractions has been measured in some previous studies conducted by our lab (Khushoo *et al.*, 2004; Amardeep Khushoo, 2005). Since the extracellular secretion of this protein starts at 6 h post induction, we quantified the expression of *L-asparaginase* at 6, 12 and 24 h post induction (on 12% SDS gel) in DKO and DKO *glpDK* strains. Equal volumes of supernatant fractions were loaded on to SDS gel and the gel was stained with Coomassie blue. Gel densitometry studies performed by using ImageJ software (NIH, USA) confirmed approximately 2-fold increased expression levels for the double knockout strain containing *glpDK* genes.

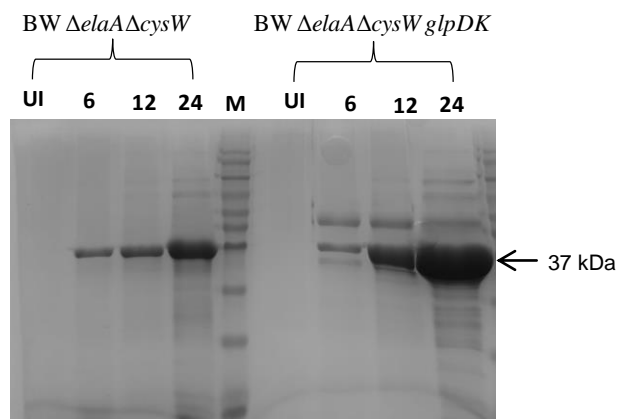

This 2-fold increase in *L-asparaginase* band intensity on SDS gel was also confirmed by loading different dilutions of the sample for the control and test strain in the gel followed by densitometric scanning. Since a similar increase in biological activity was observed for the test samples by the enzymatic assay it clearly demonstrates that the **specific enzymatic activity** of recombinant *L-asparaginase* remained the same in both samples. These results show that the higher level of expression in the double knock-out did not impact on the functionality of the expressed protein.

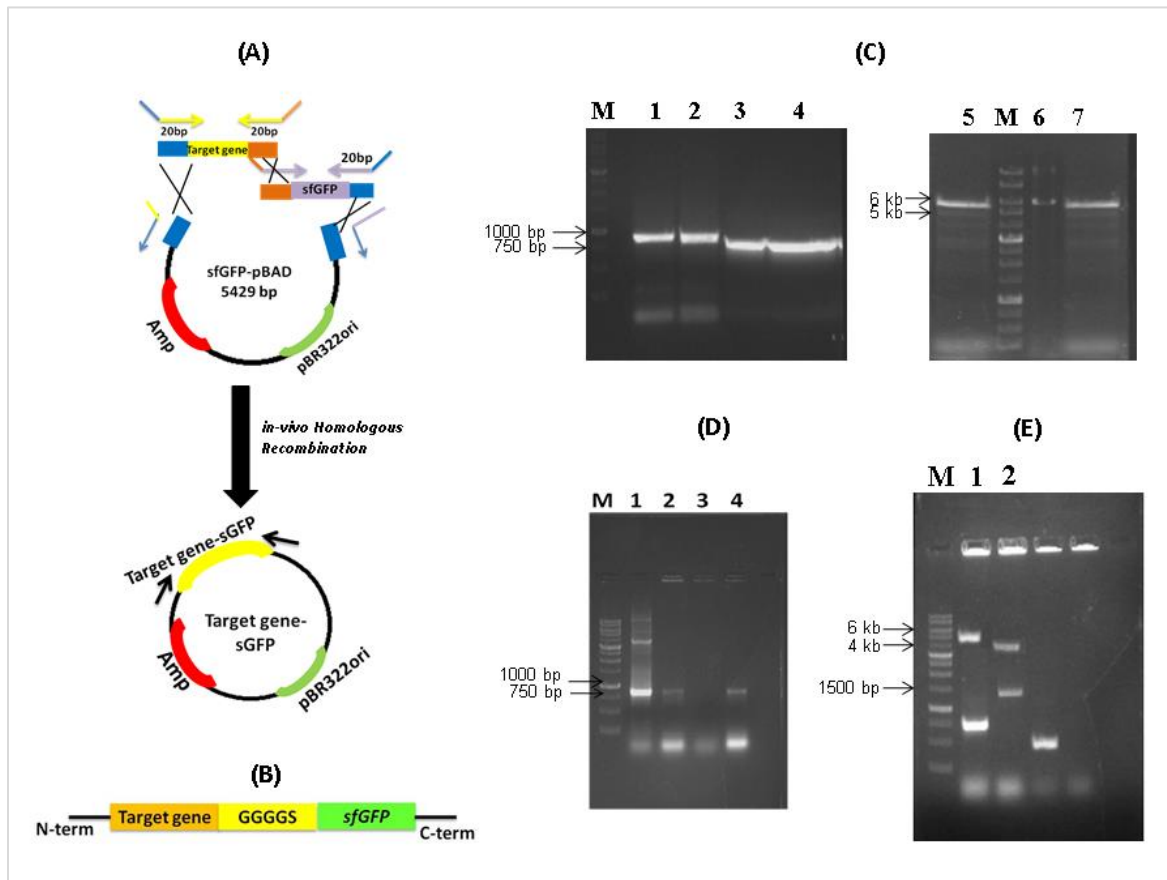

**Figure S6:** Cloning of Rubella E1 glycoprotein (target gene) and *sfGFP* into the *pBAD24* expression vector in *E. coli* DH5 $\alpha$  strain using the principle of homologous recombination. The target gene was cloned between *Nde*I and *Bgl*III; and *sfGFP* gene was cloned between *Bgl*III and *Hind*III by introducing these restriction sites in primers designed for amplification. (A) Schematic showing the in vivo homologous recombination of target gene and *sfGFP* gene carrying a sequence for linker peptide (GGGGS) on their overlapping ends into *pBAD24* expression vector; (B) Schematic of functional gene cassette containing *sfGFP* as a reporter gene at its C-terminal end; (C) Agarose gel picture showing PCR amplification of target gene and *sfGFP* for cloning. Lane 1 & 2: PCR amplified target gene (789 bp); Lane 3 & 4: PCR amplified *sfGFP* gene (720 bp); Lane 5, 6 & 7: PCR amplified vector backbone (5.4 kb). (D) Screening of positive clones by forward and reverse primers (sequences shown in Table 1) for target gene. Lane M: 1 kb DNA ladder, Lane 1-4: Rubella E1 glycoprotein (789 bp). (E) Clone confirmation by double digestion. M: 1 kb DNA ladder; Lane 1: double digestion with *Bgl*III and *Hind*III; vector (5460 bp) and *sfGFP* gene fallout (720 bp); Lane 2: double digestion with *Nde*I and *Hind*III; vector (4595 bp) and Rubella E1-*sfGFP* construct fallout (1585 bp).

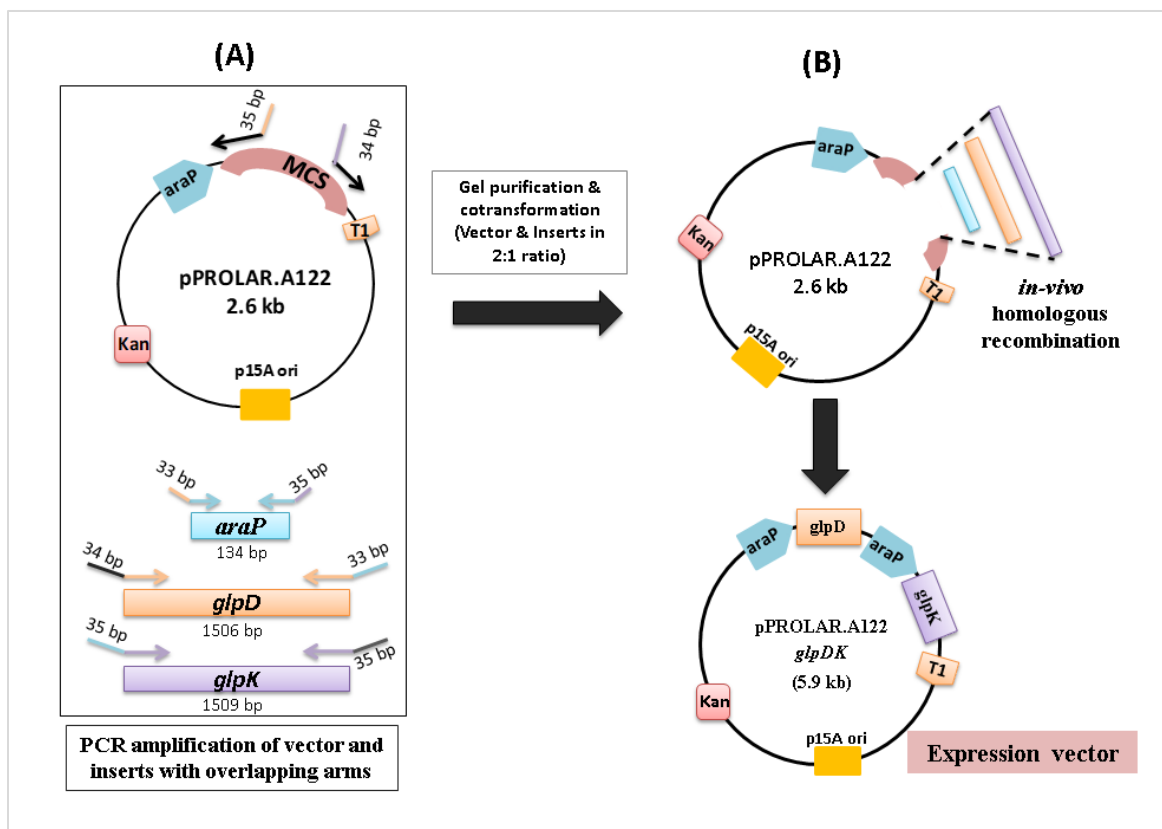

**Figure S7:** Pictorial representation of construction of expression vector *pPROLAR.A122glpDK* (5.9 kb). (A) Schematic showing PCR amplification of *araP* (*ara* promoter), *glpD* gene, *glpK* gene and vector backbone (*pPROLAR.A122*) using primers having 30-35 bp overhangs (containing sequences matching the end of next gene fragment to be cloned in respective direction); and (B) Schematic showing in vivo homologous recombination of *glpD* gene, *ara* promoter, *glpK* gene and vector backbone after co-transformation (vector to insert ratio of 2:1) into *E. coli* DH5α cells to form final expression vector.

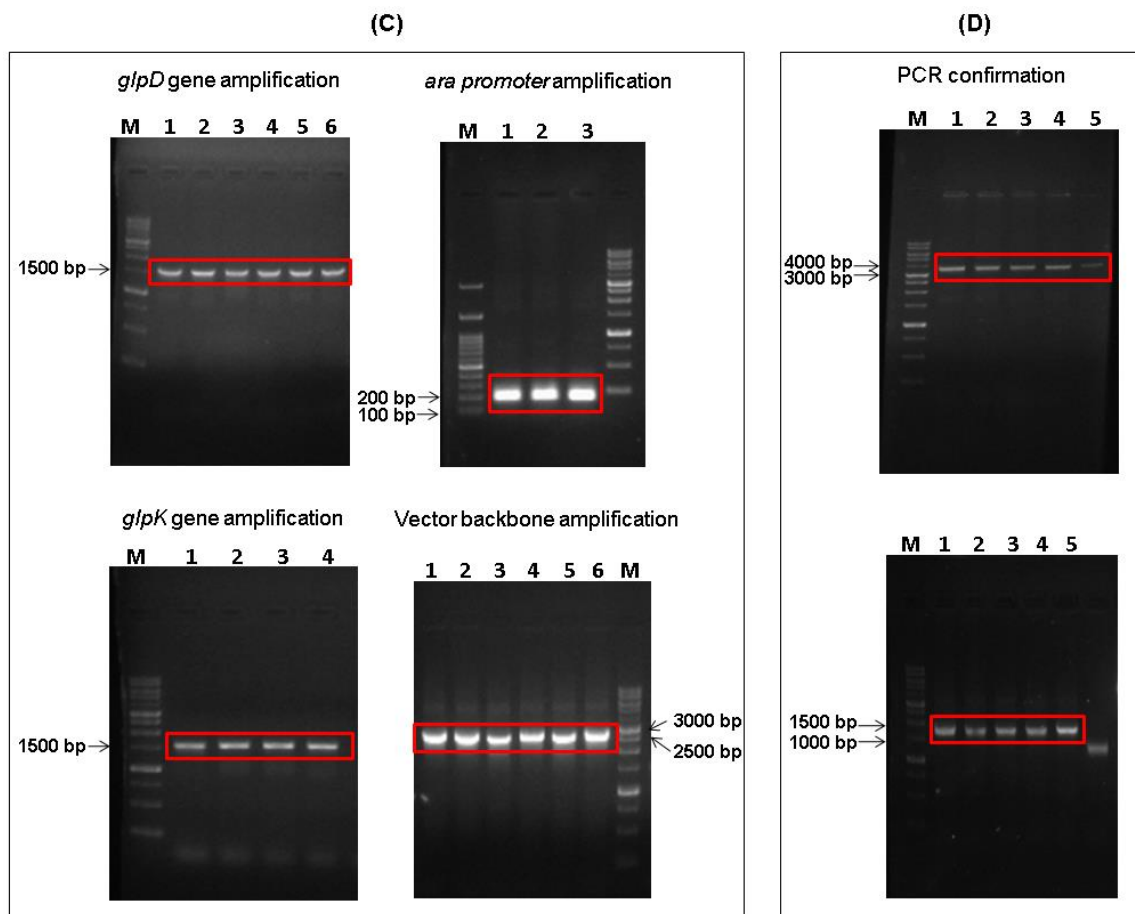

**Figure S7:** (C) Gel picture showing amplification of *glpD* gene (Lane M: 1 kb DNA ladder, Lane 1-6: *glpD* gene with overlaps (1573 bp)), Ara Promoter (Lane M: 1 kb DNA ladder, Lane 1-3: Ara promoters with overlaps (202 bp)), *glpK* gene (Lane M: 1 kb DNA ladder, Lane 1-6: *glpK* gene with overlaps (1577 bp)); and vector backbone (Lane M: 1 kb DNA ladder, Lane 1-6: vector backbone with overlaps (2.7 kb)). (D) PCR confirmation of *glpD-araProm-glpK* insert (3.2 kb) by forward *glpD* and reverse *glpK* primers (shown in Table 1) and PCR confirmation of *araProm-glpK* insert (1.7 kb) by forward *araP* primer and reverse *glpK* primers.

#### **Method S8:** RNA-seq analysis procedure

A total of 3 µg of RNA was used for library construction. Paired end runs were performed on HiSeq 2500 platform (Illumina, Inc., USA) which provided the data in the form of 2 X 100 bp 30 million reads (3GB) per sample. The obtained Illumina HiSeq 2500 raw reads were trimmed for removing adapter sequences using Trimmomatic v.0.36 followed by the read quality assessment for each sample using FastQC v0.10.1. After quality assessment, reads were aligned to the reference genome of *E. coli* BW25113 which is available in the Ensemble database '*Escherichia coli* BW25113 ASM75055v1' in the Fasta-GFF3 format. The annotation file was obtained from ENSEMBL database in the GFF format and following steps were performed:

- (a) Conversion of GFF annotation file to GTF format using "gffread" from Cufflinks suite.
- (b) Reference indices were created using Bowtie2 tool and BAM files were generated.
- (c) After performing alignment, mapped reads abundance was calculated using RSEM.
- (d) Normalization was done by RSEM to rule out the effect of library size and reads length by estimating FPKM values for paired-end reads for each sample.
- (e) Differential expression analysis was done using EdgeR software which is based on negative binomial distribution.

Pathway enrichment was done using the KEGG database. 

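The deposited expected counts are read pairs assigned to genes. The number of genes with a count of at least 10 lay between 3923 and 4150 in the 9 libraries, with the highest number in replicate B of control at 6 h. The transfer-messenger RNA gene ssrA and the RNase P gene rnpB together took 0.0196% of the count of replicate B (95% Wilson confidence interval 0.0185 to 0.0208) and 1.21% of replicate C (interval 1.20 to 1.21), against 5.86% in control at 0 h (interval 5.84 to 5.87).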

The total reads obtained for each sample lied in the range of 30-10 million reads with the mean read length of 100 bp. After trimming and filtering of reads, raw reads were mapped to the reference genome using Bowtie 2 tool with default settings. For both time-point samples of control and double-knock out strain as well as for respective single knockouts, the percentage of reads mapped was ranged from 95% to 65%. The raw reads and the processed data file have been deposited in the NCBI's GEO Database and are accessible through GEO series accession number GSE108442.

Differential expression analysis was performed using the edgeR software package. The expression of each gene for both strains were calculated and normalized in terms of FPKM values (fragments per kilo base of transcript per million mapped reads). We selected genes having  $|\log_2(X_{IN}/X_{UN})| > 1$  i.e. a fold change of  $\geq 2$  and false-discovery-rate (FDR) corrected  $p$  value  $< 0.05$  for further analysis.

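Control was the only strain with a replicate, so a test with its own estimate of spread was possible there alone. edgeR's quasi-likelihood test on the 3 control libraries, with 1 residual degree of freedom, called 275 of 4166 genes with an adjusted p-value under 0.05 and a log2 fold change beyond 1, 217 up and 58 down. The smallest adjusted p-value was 0.0096, and 1187 genes had an unadjusted p-value under 0.05. DESeq2's Wald test on the same libraries called 1976 genes.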

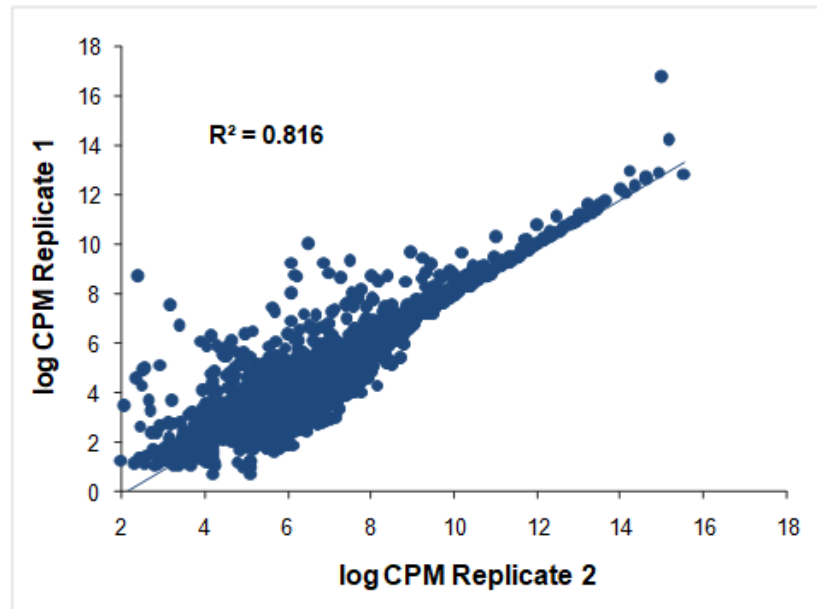

**Figure S9:** Correlation plot between log CPM values of two biological replicates of control strain (6 h post induction) expressing L-asparaginase. The correlation coefficient of 0.816 indicates a good degree of correlation between two biological replicates. CPM: counts per million

**Method S10: qRT-PCR protocol**

The genomic DNA depleted RNA samples were reverse transcribed using a random hexamer primer and Thermo Scientific RevertAid Reverse Transcriptase (RT). qRT-PCR was carried out in 7500 Fast Real-time PCR System (Applied Biosystems, Foster, USA). The reaction was performed using: 10 µl of Fast Universal SYBR Green (2x) Master Mix (Kapa Biosystems), 0.2 µl of 20 µM primer mix, 0.4 µl of ROX Reference Dye Low (50x), 1 µl of a diluted 1:5 cDNA template and water to complete a final volume of 20 µl. No template control (NTC) and positive control (genomic DNA) was also set up during the same reaction. All reactions were performed in technical triplicates. Cycling conditions were: initial denaturation at 95°C for 10 minutes, 40 cycles of 95°C denaturation for 15 s each, 60°C annealing for 1 min. After the final cycle, reaction specificity was verified by determining melting profiles over a temperature range of 65°C to 95°C in 0.2°C increments. Resulted cycle threshold ( $C_t$ ) values were average of biological duplicates for all genes. Reference gene (*rimL*, ribosomal-protein-L12-serine-acetyltransferase)  $C_t$  values were subtracted to achieve normalization of  $C_t$  values within the control and test sample genes ( $\Delta C_t$  calculation). Fold changes were calculated using  $2^{-\Delta\Delta C_t}$  method and used for relative quantification log2 fold change.

**Table S11:** List of primers used for qRT-PCR.

| <b>S. No.</b> | <b>Name</b>     | <b>Sequence (5' → 3')</b> |
|---------------|-----------------|---------------------------|
| 1             | <i>rimL</i> RTF | CGGTGCAGGGTAATGTGATG      |
| 2             | <i>rimL</i> RTR | ATGAGATTCGTCCAGCCAGT      |
| 3             | <i>rpoS</i> RTF | GCGACTCAGCTTTACCTTGG      |
| 4             | <i>rpoS</i> RTR | CGTTCOGGGTCAAATTCTC       |
| 5             | <i>rpoD</i> RTF | CAGCGATACCTGGTTCAACG      |
| 6             | <i>rpoD</i> RTR | CCATCTCTTTCTTCGCACGG      |
| 7             | <i>glpK</i> RTF | CGGTCAGACTAACATTGGCG      |
| 8             | <i>glpK</i> RTR | GCTTTCTCGCCAGTGTTTAT      |
| 9             | <i>rpsF</i> RTF | CATGATCGAGCGCTACACTG      |
| 10            | <i>rpsF</i> RTR | GGTAACAGCGTGCTTGGTAC      |
| 11            | <i>gapA</i> RTF | TTTCCGTGCTGCTCAGAAAC      |
| 12            | <i>gapA</i> RTR | GTCAACACCAACTTCGTCCC      |
| 13            | <i>rmf</i> RTF  | CTGGAACGGGCACATCAAC       |
| 14            | <i>rmf</i> RTR  | TTACTACCCTGTCCGCCATG      |
| 15            | <i>ndh</i> RTF  | AGCTACGGTTACAAAGGCCT      |
| 16            | <i>ndh</i> RTR  | CCATCTTTAGTGTGCAGGCC      |
| 17            | <i>atpF</i> RTF | TGAGGCAGAACAGGAACGTA      |
| 18            | <i>atpF</i> RTR | GTTAGCAGCTTCATCCACGG      |
| 19            | <i>fis</i> RTF  | CGTACTGACCGTTTCTACCG      |
| 20            | <i>fis</i> RTR  | CCACGGGTGTATTGCATCAC      |
| 23            | <i>dps</i> RTF  | GCGCTAACTTCATTGCCGTA      |
| 24            | <i>dps</i> RTR  | CCTGAACGTTGTGGATGTCC      |

(A)

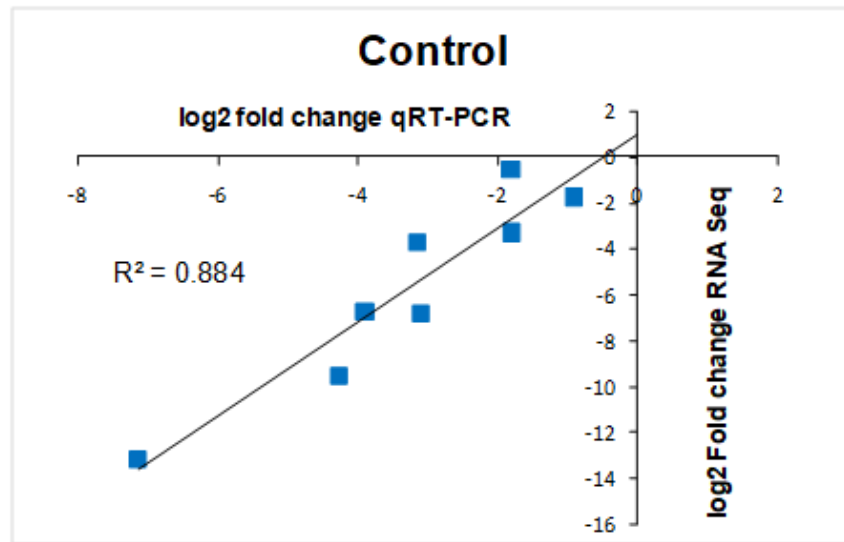

(B)

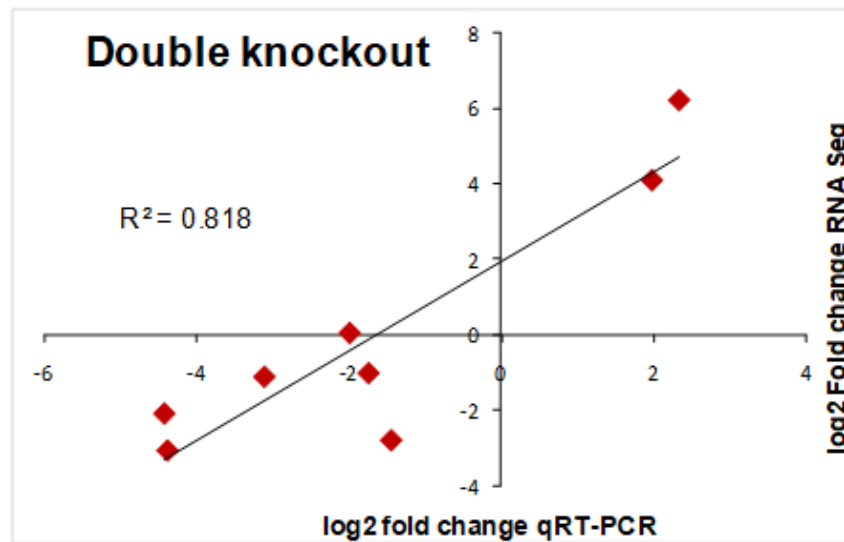

**Figure S12:** Correlation analysis of log<sub>2</sub> fold change values obtained from RNA-Seq and qRT-PCR. RNA-Seq fold change refers to the ratios of log<sub>2</sub> fold change values of 0 h and 6 h time points for selected transcripts of (A) control strain and (B) double knockout (DKO) strain, while qRT-PCR fold change is the relative quantity of 6 h time point normalized to expression level of 0 h time point.

**Method S13:** Label free LC MS/MS protein quantification

Mass spectrometry was performed on Orbitrap Velos mass spectrometer coupled with a Nano-LC 1000 system (Thermo Fisher Scientific). The peptides were separated on Acclaim PepMap 100 C18 precolumn (2 cm, 75  $\mu$ m) connected to an Acclaim PepMap 100 C18 column (15 cm, 50  $\mu$ m). Samples were run at flow rate of 300 nl/min using linear gradient of solvent B (95% acetonitrile containing 0.1% formic acid); 70 mins in 5-40% solvent B, 10 mins in 40-80% solvent B, 10 mins in 80% solvent B, 5 mins in 80-5% solvent B followed by 25 mins in 5% solvent B. Data were acquired under dynamic exclusion mode and the initial mass tolerance was kept 20 ppm, whereas the tolerance for the second mass spectrometer was 0.6 Da. MS/MS data was analyzed using Proteome Discoverer software (1.3.0.339 DBV version) using the SEQUEST algorithm. Spectra of peptides were queried against Uniprot knowledgebase for *E. coli* K-12 lineage containing decoy database using a target false discovery rate of 1% for strict and 5% for relaxed condition. Carbamidomethylation was kept as fixed modification and oxidation was kept as variable modifications. Trypsin was used as the enzyme of choice, and two missed cleavages were allowed. MaxQuant software was used for performing data normalization and analysis. Further analysis was done by sorting out data based on peptide score, protein coverage and peak area intensity values.

**Table S14:** Statistical analysis of gene expression data obtained from RNA seq analysis for control and double knockout (DKO) strains. The statistically significant differences between control and DKO were calculated using paired t-test performed on log2 fold gene expression levels for genes belonging to each functional category. Sample size (N) was kept same for both groups. GraphPad Prism Software (version 5) was used for performing statistical analysis. *p* values  $\leq 0.05$  are considered statistically significant. (The log2 fold change gene expression values for genes present in each functional category are given in Supplementary Table S1).

| S. No. | Functional categories     | N  | <i>t</i> value | <i>df</i> | <i>p</i> value |
|--------|---------------------------|----|----------------|-----------|----------------|
| 1      | Energy metabolism         | 25 | 5.086          | 39        | < 0.0001       |
| 2      | Transcription/translation | 61 | 18.63          | 79        | < 0.0001       |
| 3      | Substrate uptake          | 7  | 2.648          | 11        | 0.0226         |
| 4      | Central carbon metabolism | 11 | 5.189          | 19        | < 0.0001       |
| 5      | Amino acid biosynthesis   | 26 | 4.566          | 34        | < 0.0001       |
| 6      | Cell motility             | 16 | 19.29          | 29        | < 0.0001       |
| 7      | Stress resistance         | 9  | 4.429          | 15        | 0.0005         |
| 8      | Nutrient starvation       | 7  | 2.315          | 5         | 0.0538         |

How the deposited data were processed for this re-analysis (not part of the article)

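RNA of control (BW25113), DKO (ΔelaAΔcysW) and the 2 single knockouts was sequenced at 0 h and 6 h after induction. There was 1 library per condition, with 2 biological replicates for control at 6 h. All cultures were taken to carry a plasmid for L-asparaginase, which the counts do not establish for the knockouts. According to the paper's Method S8, the authors trimmed reads of 100 bp with Trimmomatic, aligned them to the BW25113 genome with Bowtie2 and counted them per gene with RSEM. The authors deposited expected counts, which RSEM estimates per gene and which are not normalized. The authors also deposited TPM, scaled by gene length and to the same sum in each library, and deposited FPKM, scaled by gene length and library size. Each of the 9 libraries lists 4490 genes. Between 83 and 119 genes per library had a count that was not whole, and counts were rounded for the count models. In 200 genes the effective length was 0, and these genes have an FPKM of 0.

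Fold changes were computed with edgeR 4.0.16 in R 4.3.3 on the 5 control and DKO libraries, with TMM normalization, edgeR's default prior count and the 4166 genes with a mean count of at least 10. The single knockouts were compared in a fit of all 9 libraries with 4177 genes. The threshold was a log2 fold change beyond 1, without the FDR corrected p-value that the paper's Method S8 adds. With 1 library at 0 h in control and 1 library per time point in the knockouts, no p-value was computed for ΔelaA or ΔcysW, and values of DKO are given without one. In the alternatives that add a p-value, the spread in DKO was borrowed from the control replicates or set by hand. The quasi-likelihood test of edgeR was run on the 3 control libraries, with Benjamini-Hochberg adjustment at 0.05, and DESeq2 1.42.0 was the alternative test. Where its p-value was added to the numbers of genes in control and DKO, it was instead fitted to the 5 libraries of both strains. A further alternative fitted it to all 9 libraries. No test by regrouping of samples was possible, since no group has 3 samples. Category medians were set against 10000 random gene lists of the same size matched in 10 bins of mean expression with a fixed seed, using Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Figures were drawn with matplotlib 3.10.9. The spread set beside control values is the SD of the values of replicates B and C, each against the same 0 h library, so it leaves out the spread between 0 h cultures.

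The genes named were every gene of Table S1 (159 genes), the genes named in the results text on the transcriptome and the qRT-PCR genes of Table S11, the knocked-out genes and the rest of the cys operon, the plasmid genes that also lie on the chromosome, and in each strain the 3 genes with the largest rise and the 3 with the largest fall among those with a mean count of at least 100, 180 genes in all. This rule, the main settings and the alternatives were set before the data were examined, except 3 alternatives chosen after seeing the data. Gene families were taken by gene name, since no KEGG assignment was used.

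The alternatives were DESeq2's size factors, total count only, the upper quartile, FPKM with pseudocounts of 1 and 0.01, TPM with a pseudocount of 1, no gene filter, a mean count of at least 100, prior counts of 1 and 5, a threshold of 2 on the log2 scale, libraries thinned to the smallest total, ribosomal RNA, transfer RNA and plasmid genes left out, each control replicate left out in turn, and adjusted p-values from the quasi-likelihood test or from edgeR's exact test with a coefficient of variation of 0.1 or 0.4.

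The total expected count per library ranged from 3541858 to 18131396. Shares of counts carry 95% Wilson intervals, which cover counting error only, and the smallest share the depth can show was taken as 3 counts of the total. The steps were tested on simulated data with a dispersion of 0.05. Of 200 genes changed by 3 on the log2 scale in control, the fold-change threshold found 200, the quasi-likelihood test 199 and DESeq2 193. Among unchanged genes, 59 passed the threshold alone in control and 174 in DKO. The simulated libraries shared a single mean profile, without the differences in composition of the real ones. Between the real replicates B and C, 2021 of 4166 genes passed the threshold. The simulated numbers therefore check the steps and do not give error rates for these libraries. Of 100 simulated lists with no shift, 6 fell outside the central range of the random lists. The qRT-PCR, proteome and cultivation data were not analysed here.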

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

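Some tests below were chosen only after the result they measure had been seen: the relation of count to gene length in replicate B and in ΔcysW at 0 h, the comparison of replicate B with replicate C and with ΔcysW at 0 h, the flagellar genes by replicate, the flagellar genes at 0 h in ΔelaA, and malE in ΔcysW at 0 h. GC content, reads shared between paralogs and strain variants were not tested. Genes are not independent replicates, so no correlation across genes carries a p-value here.

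Replicate B of control at 6 h and ΔcysW at 0 h had a narrow spread of gene values, with interquartile ranges of log2 FPKM of 1.21 and 1.57. The candidate explanation tested was genomic DNA in these libraries. If DNA had been sequenced, the count would follow the length of the gene, and the Spearman correlation of count with effective length was 0.769 in replicate B and 0.714 in ΔcysW at 0 h, against 0.212 to 0.262 in 6 other libraries. Genes with little expression elsewhere (the lowest 10% by their highest FPKM in the DKO and ΔelaA libraries and ΔcysW at 6 h) would be covered about as densely as the median gene, and their ratio to it was 0.808 in replicate B and 0.794 in ΔcysW at 0 h, against 0.0418 in control at 0 h. ΔcysW at 0 h was left out when these genes were defined, after its profile had been seen. Density would also fall with distance from the origin of replication. In ΔcysW at 0 h it did, with a Spearman correlation of -0.355, but in replicate B it rose, with 0.203, which goes against the prediction for that library. The biological alternative, a state of control cells at 6 h, would make replicate B resemble replicate C more than ΔcysW at 0 h. The correlations of FPKM were 0.258 with replicate C and 0.638 with ΔcysW at 0 h, the reverse. For replicate B, gene length and silent genes thus point to DNA, and the distance from the origin does not. That last prediction holds only if cells were still replicating at 6 h, which was not examined, so it does not decide for replicate B. For ΔcysW at 0 h all 3 tests point to DNA. Beside these tests, ssrA and rnpB took 0.0196% of the count of replicate B and 0.0229% of ΔcysW at 0 h. In the other libraries they took 1.21% to 23.8%. Numerical limits for reading the correlation with length and the silent genes were not fixed in advance. For the distance from the origin, the 2 libraries were at first read together, and were read apart after the values had been seen.

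Ribosomal RNA genes took 80.4% of the count of replicate C, a share the paper does not report. No library preparation record was examined, and the cause of this share was not tested. A second feature of replicate C, its narrow spread of gene values (1.62), was tested against genomic DNA beside RNA. The silent genes lay at 0.399 of the median gene, above control at 0 h, and the correlation of count with effective length was 0.531, against 0.224 in control at 0 h. Replicate C may thus hold DNA beside RNA. No biological explanation was tested for it.

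In the single knockouts, which the paper does not analyse, 2124 genes passed the threshold of 1 on the log2 scale in ΔelaA and 3287 in ΔcysW, in a fit of all 9 libraries in which control had 3081 and DKO 1932. Each knockout value compares 1 library with 1 library and has no replicate check. The number in ΔcysW rests on its 0 h library, whose correlation of count with gene length was 0.714, so it cannot be told apart from DNA in that library. The number in ΔelaA was 1.10 times that in DKO. If the smaller number in DKO came from the pair of deletions together, the number in a single knockout would be nearer to control than to DKO, and in ΔelaA it was not. Log2 fold changes in ΔelaA and DKO had a Pearson correlation of 0.875 across genes, and those in control and DKO of 0.423. Not every gene family was alike in ΔelaA and DKO. All 9 atp genes were under -1 in ΔelaA against 2 in DKO, and 1 of the 13 nuo genes was above 1 against 9. Under -1 were 54 ribosomal protein genes in each and 39 flagellar genes against 37. Above 1 were 6 gad genes and 8 suc and sdh genes in each. A difference between cultures or library batches was not tested.

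Medians of 4 categories moved in opposite directions in the 2 strains, with both control replicates on 1 side and the single DKO library on the other. The differences between the strains (DKO minus control) were 2.84 for Transcription, 0.73 for Global regulators, 1.75 for Amino acid biosynthesis and -7.86 for Cell motility. No p-value is given for them, since DKO has no replicate and the only spread available came from replicates B and C of control. The DKO median of Transcription was 0.08 and became -0.04 with DESeq2's size factors and -0.63 with TPM. That of Amino acid biosynthesis was 0.17 and became -0.03 with total count only and -0.54 with TPM, so the opposite directions in these categories depend on the scaling. Global regulators holds 3 genes, and its difference was -0.50 when replicate B, ribosomal RNA, transfer RNA and plasmid genes were left out and libraries were thinned, an alternative chosen after seeing the data, and -0.21 with replicate C alone while replicate B stayed in the scaling.

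For Cell motility, DNA in replicate B was tested as the source of the rise in control. It would make the rise appear with replicate B alone. The median was 4.30 with replicate B and 2.75 with replicate C, so the rise also appeared without replicate B. Replicate C, with a silent-gene ratio of 0.399, may carry DNA too, which would raise genes that were low at 0 h. The test therefore does not exclude DNA as a source of the rise. A further test asked whether the strains differ at 0 h because the control library was low. All 16 genes were higher at 0 h in DKO than in control, by a median of 3.95, and all were higher in ΔelaA too, by a median of 4.44. A low flagellar expression in the single control 0 h library is therefore a candidate explanation for part of the difference, and a difference between cultures cannot be told apart from one between strains.

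The gene malE, which the expression plasmid carries as well as the chromosome, had a log2 ratio of -9.07 between DKO and control at 6 h. A hypothesis is that the knockout cultures carried a plasmid without malE. The sample labels and the paper name the plasmid differently, and which plasmid each culture carried was not established. In a library that behaves like DNA, a plasmid gene would lie far above the median chromosomal gene. The density of malE was 1.41 times that of the median gene in ΔcysW at 0 h and 592 times in replicate B, while lacI lay at 53.2 and 658 times and ansB at 24.4 and 427 times. This is what a plasmid without malE would give in ΔcysW. The test could not be made in DKO, whose libraries did not have the profile of DNA, and the paper's proteome reports maltose binding protein as abundant in DKO, which goes against this hypothesis for that strain. A swap between strains is not borne out, since the counts of elaA and cysW follow the strain labels in all 9 libraries. A swap of time points in 1 strain would set its 0 h library beside the 6 h libraries of other strains. Spearman correlations of FPKM were 0.953 to 0.982 among 0 h libraries of control, DKO and ΔelaA. They were 0.965 to 0.983 among 6 h libraries of DKO, ΔelaA and ΔcysW, and 0.755 to 0.790 between these sets. These values, read after they had been seen, argue against a swap in DKO or ΔelaA. They do not cover replicate B or ΔcysW at 0 h, and a swap in all strains at once would not show. The count of malE rose after induction from 579 to 8201 in DKO and from 240 to 1373 in ΔelaA (log2 fold changes of 3.44 and 3.11), and was 1117 and 408 in ΔcysW, whose 0 h library had the profile of DNA. A rise after induction also goes against the hypothesis in DKO and ΔelaA, unless it came from the chromosomal gene, which was not tested. In DKO the count of ansB was 15693 at 0 h and 15875 at 6 h. Reads of ansB from plasmid and chromosome cannot be separated in these files.

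Sulfur assimilation genes outside those the paper discusses were higher in DKO than in control before induction. The test on loss of cysW used cysC, cysD, cysJ, cysN, cysK, sbp, cbl, tauA and ssuE. Their median log2 ratio at 0 h was 2.25 in DKO against control and 0.00034 in ΔelaA, which keeps cysW, against control. In DKO 6 of the 9 genes were above 1, and cbl (0.04), tauA (-0.04) and ssuE (-0.27) were not. In ΔelaA, 1 of them was. Loss of a subunit of the sulfate transporter may raise these genes, as a hypothesis. Each value rests on 1 library, and a difference in sulfur supply between cultures cannot be told apart from it.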

How the results depend on the processing

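The alternatives include 3 that were chosen after seeing the data and are named as such. Of 383 values of numbers of genes, correlations and category medians under an alternative, 327 stayed within a factor of 1.5 (numbers of genes), within 0.1 (correlations) or within the spread between the control replicates (medians), and 56 moved. The number of genes past the threshold was larger in control than in DKO under every alternative run. Where no cause is given, the cause was not tested.

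A threshold of 2 on the log2 scale left 2041 genes in control (625 down), 897 in DKO (350 down and 547 up), 113 down in both strains, 775 between the control replicates, 232 and 1625 between the strains at 0 h and 6 h, and 973 in ΔelaA. An added quasi-likelihood p-value left 678 in control (98 down and 580 up), 40 in DKO (7 and 33) and 2 down in both. An exact test with a coefficient of variation of 0.4 left 642 in DKO (236 down and 406 up) and 102 down in both.

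With TPM, 721 genes were down in control, 1450 down and 565 up in DKO, and 3916 differed between the replicates. The last number was 3962 with total count only, 3962 with FPKM and a pseudocount of 1, and 3965 with a pseudocount of 0.01. The quasi-likelihood test called 0 genes with total count only, where 44 had an unadjusted p-value under 0.05, and 684 with all 9 libraries in the fit. DESeq2's Wald test called 1976. The correlation of the replicates was 0.290 over genes with a mean count of at least 100. Neither result has a value with a replicate left out, since 1 library would remain.

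The difference between the strains kept its direction in every category and alternative, except Global regulators (-0.50) in 1 alternative chosen after seeing the data, which left out replicate B and ribosomal RNA, transfer RNA and plasmid genes and thinned the libraries, and except Global regulators (-0.21) with replicate C alone while replicate B stayed in the scaling. The same added alternative gave -6.88 for Cell motility and 1055 genes between the strains at 0 h. For Substrate uptake, whose replicates differed by little, the difference moved to -4.65 with TPM, -4.31 with total count only, -3.69 with the upper quartile, -3.56 with libraries thinned to equal depth, -3.25 with a mean count of at least 100, -3.04 without a filter, -3.02 and -3.01 with FPKM and pseudocounts of 0.01 and 1, -2.97 without ribosomal RNA, transfer RNA and plasmid genes, and -2.77 with DESeq2's size factors. Amino acid biosynthesis moved to 0.41 with TPM, and Cell motility to -9.26 with total count only and -6.85 with FPKM and a pseudocount of 1.

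Across the fits that each left out one control replicate, the difference ranged from 2.15 to 5.74 for Transcription, 3.12 to 8.35 for Ribosomal genes, 2.12 to 6.26 for Translation elongation factors, 0.069 to 4.19 for Global regulators, -3.20 to -2.83 for Substrate uptake, 1.33 to 5.34 for Nutrient starvation, 1.46 to 5.66 for Central carbon metabolism, -8.17 to -6.66 for Cell motility and 1.42 to 4.48 for Stress resistance. The number of genes past the threshold ranged from 2917 to 3226 in control across these fits.

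The median log2 fold change of all genes in control was 0.66 and moved by more than 0.1 with most scalings, to 0.16 with DESeq2's size factors, 0.23 without ribosomal RNA, transfer RNA and plasmid genes, 1.00 with the upper quartile, 1.43 with TPM and 1.46 with total count only. Without replicate B it was 0.10. The direction in control changed for Central carbon metabolism (-2.19) and for the suc and sdh genes (-1.37) without replicate C, and for the cyd genes with TPM (0.24).

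The values of named genes under an alternative were counted for 87 of the 180 named genes in each strain. Of these 2598 values, 679 moved and 82 changed sign. Depth limits the values of replicate C, in which 1490916 counts lay outside ribosomal RNA and plasmid genes. The other 2 alternatives chosen after seeing the data, replicate B alone with total count only and with FPKM and a pseudocount of 0.01, gave -3.13 and -3.10 for the median of Energy metabolism in control.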

Differences from the paper's values

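The paper counts 1632 DEGs in control and 423 in DKO, and the files gave 3074 and 1922 genes past its fold-change threshold alone. The paper's Method S8 also asks for an FDR corrected p-value under 0.05, which these 2 numbers do not. With an adjusted p-value under 0.05 added, and each test's own log2 fold change, the numbers in control and DKO were 678 and 40 (quasi-likelihood test), 3093 and 1822 (exact test with a coefficient of variation of 0.1) and 2364 and 642 (exact test with 0.4). The alternatives, set before the data were examined, that brought the number in control within 1.5 times the paper's were a threshold of 2 on the log2 scale (2041) and an exact test with a coefficient of variation of 0.4 added (2364). None did so for DKO. The paper's number of down-regulated genes in control is 736 against 1186 here, and the gap closed with total count only (932), the upper quartile (974), TPM (721), a mean count of at least 100 (1080), a threshold of 2 on the log2 scale (625) and an exact test with a coefficient of variation of 0.4 added (876). For up-regulated genes in control, the paper's 896 stands against 1888, and no alternative set before the data were examined closed the gap. In DKO the paper's 133 down-regulated genes stand against 876, which no alternative closed, and the paper's 290 up-regulated genes against 1046, which an exact test with a coefficient of variation of 0.4 added (406) closed. For genes down-regulated in both strains, the paper's number is 52 and the files gave 415, and no alternative closed this gap.

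The paper's correlation coefficient between the control duplicates is 0.816, and the Pearson correlation of log2 CPM was 0.486 here. None of the 3 alternatives set before the data were examined closed the gap.

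A gap is called closed where the 2 values have the same sign and differ by less than the SD between the control replicates (in control) or by less than a factor of 1.5 (in DKO), so a closed gap can still be wide. Over all 159 genes of Table S1, the paper's control values lay close to replicate B alone. The median size of the difference was 0.0573, against 2.03 for both replicates. For Transcription in control, the paper's median from Table S1 is -4.67 and the value here -2.40, and the gap closed with DESeq2's size factors (-2.89), total count only (-3.07), FPKM with a pseudocount of 1 (-3.14), FPKM with a pseudocount of 0.01 (-3.15), no gene filter (-2.55), ribosomal RNA, transfer RNA and plasmid genes left out (-2.78) and replicate B alone (-4.73). For Ribosomal genes in control, the paper's median from Table S1 is -10.32 and the value here -5.61, and the gap closed with total count only (-7.56), FPKM with a pseudocount of 1 (-7.83), FPKM with a pseudocount of 0.01 (-7.85), TPM (-6.51) and replicate B alone (-10.39). For Translation elongation factors in control, the paper's median from Table S1 is -7.605 and the value here -4.28, and the gap closed with DESeq2's size factors (-4.76), total count only (-5.61), FPKM with a pseudocount of 1 (-5.81), FPKM with a pseudocount of 0.01 (-5.83), ribosomal RNA, transfer RNA and plasmid genes left out (-4.64) and replicate B alone (-7.67). For Nutrient starvation in control, the paper's median from Table S1 is 1.38 and the value here 3.84, and the gap closed with DESeq2's size factors (3.35), total count only (2.60), FPKM with a pseudocount of 1 (2.36), FPKM with a pseudocount of 0.01 (2.39), TPM (3.61), no gene filter (3.67), a mean count of at least 100 (3.83), a prior count of 1 (3.83), a prior count of 5 (3.83), ribosomal RNA, transfer RNA and plasmid genes left out (3.48) and replicate B alone (1.33). For Central carbon metabolism in control, the paper's median from Table S1 is -2.13 and the value here 1.66, and the gap closed with replicate B alone (-2.19). For Stress resistance in control, the paper's median from Table S1 is 1.85 and the value here 4.43, and the gap closed with DESeq2's size factors (3.94), total count only (3.04), FPKM with a pseudocount of 1 (2.90), FPKM with a pseudocount of 0.01 (2.96), TPM (4.14), no gene filter (4.26), ribosomal RNA, transfer RNA and plasmid genes left out (4.07) and replicate B alone (1.80). For Transcription in DKO, the paper's median is -0.92 and the value here 0.083, and the gap closed with TPM (-0.63). For Energy metabolism in DKO, the paper's median is 0.96 and the value here -0.39, and none of the alternatives set before the data were examined closed the gap.

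The paper's value of arcA in control is -3.83 and the value here -1.19, with a gap closed by DESeq2's size factors (-1.68), total count only (-2.38), FPKM with a pseudocount of 1 (-2.43), FPKM with a pseudocount of 0.01 (-2.43), no gene filter (-1.36), ribosomal RNA, transfer RNA and plasmid genes left out (-1.56) and replicate B alone (-3.88). The paper's value of rpoS in control is -1.15 and the value here 1.81, with a gap closed by replicate B alone (-1.81). The paper's value of gadA in control is 3.27 and the value here 6.59, with a gap closed by DESeq2's size factors (6.10), total count only (5.04), FPKM with a pseudocount of 1 (4.91), FPKM with a pseudocount of 0.01 (5.03), TPM (6.05), ribosomal RNA, transfer RNA and plasmid genes left out (6.23) and replicate B alone (3.22). For gadB in control, the paper's value is 4.63 and the value here 8.60, with a gap closed by DESeq2's size factors (8.11), total count only (6.77), FPKM with a pseudocount of 1 (6.25), FPKM with a pseudocount of 0.01 (6.74), TPM (7.04) and replicate B alone (4.58). For gadC in control, the paper's value is 3.47 and the value here 7.40, with a gap closed by DESeq2's size factors (6.91), total count only (5.59), FPKM with a pseudocount of 1 (5.29), FPKM with a pseudocount of 0.01 (5.55), TPM (6.27) and replicate B alone (3.42). For dps in control, the paper's value is -0.58 and the value here 3.84, with a gap closed by replicate B alone (-0.64). For csiD in control, the paper's value is 1.76 and the value here 7.19, with a gap closed by FPKM with a pseudocount of 1 (4.75) and replicate B alone (3.83). For slp in control, the paper's value is 3.07 and the value here 6.37, with a gap closed by DESeq2's size factors (5.88), total count only (4.82), FPKM with a pseudocount of 1 (4.72), FPKM with a pseudocount of 0.01 (4.81), TPM (5.91), ribosomal RNA, transfer RNA and plasmid genes left out (6.01) and replicate B alone (3.01). The paper's value of cyoD in DKO is 1.46 and the value here -1.25, and none of the alternatives set before the data were examined closed the gap.

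Table S1 gives 25 genes in DKO a sign opposite to the value here: nuoA, atpD, cyoD, atpG, atpC, atpA, atpE, atpH, atpF, rpoE, efp, infC, lpp, ilvA, ilvE, ilvD, ilvY, dapB, dapD, dapF, aroF, glyA, thrS, metL and hisG. For 15 of them, none in Energy metabolism, the size differed by less than 0.1. With total count only, this held for all 9 of the Energy metabolism genes listed, and for 10 genes over all categories. The paper's median of Energy metabolism in control (-3.1) was reached by replicate B alone with total count only (-3.13) and by replicate B alone with FPKM and a pseudocount of 0.01 (-3.10), both chosen after seeing the values. The paper states that the atp operon and nuoA were unchanged in DKO, and the 10 genes lay between -1.18 and -0.29 here, 2 of them under -1, while Table S1 gives atpB -1.24. Its text states that rpoA alone among the polymerase genes was down-regulated in DKO, while Table S1 gives rpoC -1.33 and the value here was -1.32. It states that few translation genes were down-regulated in DKO, and all 54 ribosomal protein genes were under -1 here, while Table S1 too gives its ribosomal genes a median of -1.965. It states that suc and sdh genes were up-regulated in DKO alone, and 6 of the 8 were above 1 in control here, and none with replicate B alone. It states that nuo genes were unchanged in control, and 10 of 13 were under -1 here. It states that genes regulated by rpoS were down-regulated or unchanged in control, and all 7 it names were above 1 here, 3 of them with replicate B alone, while Table S1 too gives osmB (2.13), osmC (1.85) and osmY (1.30) values above 1.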

Other observations

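The test of the ribosomal genes by replicate was chosen only after the result it measures had been seen, as were the comparison with Table S1 and 2 of the 3 ratios for replicate B (replicate C alone, and the fit of 9 libraries).

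The larger number of genes past the threshold in control than in DKO was tested against 3 technical explanations. If it came from replicate B, leaving B out would bring the number in control within 1.5 times that of DKO. The ratio was 1.511 without replicate B, 1.495 for replicate C alone with B kept in the scaling and 1.491 without replicate B in the fit of 9 libraries. These lie on both sides of the limit, so this test does not decide. If ribosomal RNA and low depth in replicate C added to it, the ratio would fall within 1.5 when replicate B and ribosomal RNA, transfer RNA and plasmid genes were left out and all libraries were thinned to equal depth. It was 1.381, with 2858 genes in control and 2070 in DKO, against 2917 and 1931 when only replicate B was left out. This setting was chosen after seeing the data and changes 3 choices together, and control kept the larger number. Changed alone, from a ratio of 1.599, leaving out ribosomal RNA, transfer RNA and plasmid genes gave 1.527 and thinning to equal total count 1.557. The total includes ribosomal RNA, so thinning alone left replicate C with fewer counts on other genes than the other libraries. It therefore does not test the low depth of replicate C. Since ratios without replicate B already reach the limit, this test does not show whether ribosomal RNA or depth added to the number. If replicate C held DNA, taking off a multiple of replicate B would bring its profile nearer to that of DKO at 6 h. With a multiple of 0.0757, set by the silent genes and equal to 19.3% of the count of replicate C outside ribosomal RNA and plasmid genes, the Spearman correlation rose from 0.779 to 0.834 over 3471 genes, while that of ΔelaA and DKO at 6 h was 0.982. Replicate B itself had a correlation of -0.0400 with DKO at 6 h, so taking off a share of it would tend to raise the correlation whatever replicate C held, and the number of genes was not measured. This test does not decide either. The larger number in control cannot be told apart from the composition of the control 6 h libraries or from a difference between single cultures. Nor can it be told apart from a difference in the product transcript. The log2 fold change of ansB was 6.26 in control and -0.37 in DKO, and that of malE was 7.75 and 3.44. Reads of these genes from plasmid and chromosome cannot be separated.

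The fall of ribosomal genes in control was tested against replicate B as its source. With replicate C alone, the median of the ribosomal genes of Table S1 lay below that of DKO, with a difference of -2.69, more than the 1.5 log2 units set for the test. The larger fall in control therefore did not rest on replicate B alone, although its size differed, with medians of -10.39 for replicate B and -4.64 for replicate C. Replicate C, with 80.4% of ribosomal RNA, was not tested as a source.

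Values of Table S1 were compared with values here for all 159 genes. In DKO the median size of the difference was 0.0156. In control it was 2.03 for both replicates, 0.0573 for replicate B alone and 2.60 for replicate C alone, and with replicate B alone 127 genes lay within 0.1 of the paper's value. Outside Energy metabolism, the paper's control values thus follow replicate B, whose gene length and silent genes point to DNA. For the 25 genes of Energy metabolism this median was 1.89 with replicate B alone and TMM, 0.0428 with total count only and 0.00243 with FPKM and a pseudocount of 0.01, the last 2 chosen after seeing the values. No biological explanation was tested for this comparison.

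In ΔelaA and DKO, 892 genes were above 1 in both strains and 654 under -1 in both, and 1 and 32 genes had opposite directions beyond the threshold. The Pearson correlation across genes of log2 fold changes in DKO was 0.258 with those of replicate B and 0.521 with those of replicate C.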
